# *Tbx18* Regulates the Differentiation of Periductal Smooth Muscle Stroma and the Maintenance of Epithelial Integrity in the Prostate

**DOI:** 10.1371/journal.pone.0154413

**Published:** 2016-04-27

**Authors:** C. Chase Bolt, Soumya Negi, Nuno Guimarães-Camboa, Huimin Zhang, Joseph M. Troy, Xiaochen Lu, Andreas Kispert, Sylvia M. Evans, Lisa Stubbs

## Abstract

The T-box transcription factor TBX18 is essential to mesenchymal cell differentiation in several tissues and *Tbx18* loss-of-function results in dramatic organ malformations and perinatal lethality. Here we demonstrate for the first time that *Tbx18* is required for the normal development of periductal smooth muscle stromal cells in prostate, particularly in the anterior lobe, with a clear impact on prostate health in adult mice. Prostate abnormalities are only subtly apparent in *Tbx18* mutants at birth; to examine postnatal prostate development we utilized a relatively long-lived hypomorphic mutant and a novel conditional *Tbx18* allele. Similar to the ureter, cells that fail to express *Tbx18* do not condense normally into smooth muscle cells of the periductal prostatic stroma. However, in contrast to ureter, the periductal stromal cells in mutant prostate assume a hypertrophic, myofibroblastic state and the adjacent epithelium becomes grossly disorganized. To identify molecular events preceding the onset of this pathology, we compared gene expression in the urogenital sinus (UGS), from which the prostate develops, in *Tbx18*-null and wild type littermates at two embryonic stages. Genes that regulate cell proliferation, smooth muscle differentiation, prostate epithelium development, and inflammatory response were significantly dysregulated in the mutant urogenital sinus around the time that *Tbx18* is first expressed in the wild type UGS, suggesting a direct role in regulating those genes. Together, these results argue that *Tbx18* is essential to the differentiation and maintenance of the prostate periurethral mesenchyme and that it indirectly regulates epithelial differentiation through control of stromal-epithelial signaling.

## Introduction

During middle and late gestation of the mouse, the T-box transcription factor (TF) TBX18 is expressed in a population of mesenchymal cells in the lower embryonic abdomen. These cells contribute to the stromal layer of nearly every organ in the urogenital system but with differing affects in each of them [1]. In the ureter, *Tbx18* is essential to the formation of a coordinated smooth muscle layer that can conduct urine from the kidney to the bladder. Beginning at embryonic day 11.5 (E11.5) *Tbx18*-expressing mesenchymal cells begin to coalesce around the nascent ureter epithelial duct [2]. Secreted SHH and WNT signals from the ureter epithelium maintain the proliferation and eventual differentiation of these *Tbx18*-positive condensing mesenchymal cells [3–5]. However, in the absence of *Tbx18*, the mesenchymal cells fail to respond to the epithelial signals and subsequently retire to a fibrocytic fate [2]. Consequently, a still unknown signal acting downstream of *Tbx18* in the mesenchyme, which normally reciprocates the proliferation signal to the ureter epithelium, fails to be activated. Due to the loss of these interdependent signaling mechanisms, neither the ureter epithelium nor the stroma proliferate sufficiently resulting in a ureter of reduced length, thickness, and elasticity. The consequent fluid build-up leads to a grotesque enlargement of both the ureters and kidneys in *Tbx18* mutants [2,6].

Toward the posterior end of the urogenital system, the prostate is an organ essential to male fertility that arises developmentally from the urogenital sinus (UGS) [7]. Beginning at E16.5, the urogenital sinus mesenchyme (UGS-M) begins differentiating under the influence of testicular androgens and then induces the adjacent urogenital sinus epithelium (UGS-E) towards a path of prostate committal [8,9]. The naïve UGS-E, responding to signals emanating from the UGS-M, begins to invade the adjacent undifferentiated mesenchyme beginning around E17.5 [10–13]. As the epithelial buds extend into and beyond the UGS-M, mesenchymal cells condense around the buds producing the early rudiments of the prostate stromal layer, comprised mostly of smooth muscle cells and fibroblasts [14]. Paracrine signals including *Wnt* [15,16], *Notch* [17], *Bmp* [12,18], *Tgfb* [19,20] and *Shh* [21,22] play critical roles in this process of prostate bud induction and differentiation, each with regional expression patterns and differential affects on the formation of the various lobes. Furthermore, abnormal expression of these factors and their downstream receptor pathways are indicative, and sometimes directly causative, of lobe specific prostate pathologies such as fibrosis and neoplasias [19,23–25].

In the adult mouse prostate, the prostatic lobe stroma adjacent to the urethra consists of a core of smooth muscle cells (SMCs) with a few VIM+ fibroblasts positioned at the lobe perimeter [26,27]. The well-organized smooth muscle bundles produce large amounts of *Tgfb1*, which inhibits proliferation of the adjacent epithelial stem cell population; the loss of *Tgfb1* signaling induces epithelial neoplasias [28,29]. Paradoxically, in prostatic models of “reactive stroma”, SMCs and fibroblasts in the stroma experience up-regulation of *Tgfb1* production resulting in progressive induction of the stroma towards a diseased myofibroblast phenotype [20,30]. These myofibroblasts, distinguished by co-expression of SMA and *Vimentin* (VIM), exhibit elevated production of ECM components (collagens), Transforming growth factors (*Tgfb1*), and matrix remodeling enzymes (Serpines and Cathepsins) to create a growth-promoting microenvironment [31]. As a consequence of these changes in the stromal microenvironment, the adjacent epithelium experiences hyper-proliferation and can become invasive [17,20,29,30]. A common outcome from this situation is the formation of Prostatic Intraepithelial Neoplasia (PIN) [32].

A number of studies have indicated that *Tbx18* contributes to urogenital structures aside from the ureter and bladder [1,33,34]. However, since *Tbx18*-null animals die perinatally [35], phenotypic effects in the postnatally developing prostate have been impossible to discern. We recently reported a novel hypomorphic *cis*-regulatory mutation of *Tbx18*, called 12Gso [6], and the relative longevity of these animals offered the opportunity to examine *Tbx18-*related postnatal phenotypes. Using this mutant in combination with a novel *Tbx18* conditional allele, here we demonstrate that *Tbx18* regulates differentiation of a SMC subpopulation that contribute to the periductal prostate stroma, particularly within the mouse anterior lobe. In contrast to the ureter, which displays reduced stromal and epithelial thickness in mutant animals, periductal stroma proximal to the urethra is hypertrophied in *Tbx18* mutant adult prostates, composed primarily of enlarged and disoriented SMCs and myofibroblasts. Furthermore, prostatic epithelial cells surrounded by this abnormal stroma are significantly disorganized by early adulthood, and the abnormal ductal regions also contain unusually large numbers of disorganized, Vimentin-positive cells. Together, our data indicate an important role for *Tbx18* in regulating the reciprocal epithelial-stromal signaling from the earliest stages of prostate development, with implications for human prostate disease.

## Methods

### Histopathology and Immunohistochemistry

Tissues were dissected at the appropriate gestational or postnatal stage. Tissues were fixed in 4% PFA at 4°C, dehydrated, and embedded in paraffin wax for sectioning. 4–6μm sections were used in all experiments. TBX18-2 antibody is used at 1:800 in normal goat serum blocking solution and incubated overnight at 4°C. Following washes, a Goat anti-Rabbit:HRP (Jackson ImmunoResearch 111-035-003 1:500) secondary antibody was applied for 1hr at room temperature. Sections were covered in TSA-Rhodamine for 6 minutes then washed and counter stained with Hoecsht 33342. Commercial antibodies are VIM (Abcam ab92547 1:500), CK8/CK18 (ab53280 1:100), CK5 (ab24647 1:750), and SMA (ab7817 1:75, ab5694 1:1000) with secondary antibodies (from Thermo-Fisher Scientific), Goat anti-Rabbit IgG, Alexa Fluor 488, A-11008 1:200 and Goat anti-Mouse IgG, Alexa Fluor 568, A-11004 1:200 and Alexa Fluor 647, A-31573, 1:200.

### RT-qPCR

Total RNA was collected by homogenizing tissues in Invitrogen Trizol reagent. RNA was DNase I treated with NEB DNase I, and cleaned on Zymo Research RNA Clean & Concentrate 25 columns. NEB M-MULV reverse transcriptase was used to generate cDNA. Primer sequences were obtained from PrimerBank [36] and validated prior to use. Primer sequences are listed in S3 Table. An Applied *Biosciences* QuantStudio Flex 6 thermocycler was used for amplification. The delta-delta-Ct method was employed to establish quantity differences.

### RNA-Seq

Whole urogenital sinuses were dissected from male mouse embryos at embryonic day E16.5 and E18.5. Tissues were homogenized in Trizol and RNA was isolated. RNA was treated with NEB DNase I, then analyzed on a Bioanalyzer for quality. RNA-Seq libraries were prepared with KAPA Biosystems KAPA Stranded mRNA-Seq Kit for Illumina Platform (KR0960—V2.14). Single-end reads were performed on Illumina Hi-Seq 2000 sequencers. Single stranded sequencing reads were processed with Tophat 2.1.0 (using Bowtie 2.1.0 and Samtools 0.1.19) with all Tophat options at default. Cufflinks 2.2.1 was used to determine differential expression. Results were filtered to consider only those genes with at least 1 FPKM in either the mutant or control samples for the final selection of differentially expressed genes. Datasets reported in this study have been deposited into the GEO database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE80083.

### Mouse breeding

All mouse lines used were bred onto B6C3-F1 hybrid background because genetic background appears to influence *Tbx18* phenotype severity [6]. All animal work described in this study, including euthanasia, was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Institutional Animal Care and Use Committee of the University of Illinois (Animal Assurance Number: A3118-01; approved IACUC protocol number 15245)

### Generation of the *Tbx18*^*Flox*^ allele

The conditional *Tbx18* allele was generated by inserting LoxP sites flanking the second exon of the endogenous *Tbx18* gene. In crosses with mice carrying the epibliastic *Meox2-*Cre knockin allele [B6.129S4-*Meox2*^*tm1(cre)Sor*^/J [37]; obtained from the Jackson Laboratory, Bar Harbor, ME] homozygous *Tbx18* ^*flox/flox*^ mice displayed phenotypes identical to those previously published for global *Tbx18*-null mice, confirming the efficient ablation of *Tbx18*. A more detailed description of phenotypes associated with this allele will be forthcoming (Guimarães-Camboa et al., manuscript in preparation).

## Results

### *Tbx18* is expressed in the early urogenital sinus mesenchyme

Previous reports of the *Tbx18* expression pattern in the urogenital system have not included analysis of the urogenital sinus or prostate [1,2]. However, the prostate develops at the base of the bladder in near proximity to the ureter, and the obvious parallels between the development of these two structures prompted a careful re-evaluation.

We set out to determine the quantity and location of native *Tbx18* expression in prostate through the late stages of gestation and the postnatal days through puberty (Fig 1). First we used quantitative reverse transcript PCR (RT-qPCR) to detect *Tbx18* mRNA in the UGS beginning at E14.5, before prostate development initiates, through gestation and the first few days after birth. *Tbx18* mRNA was barely detectable at E14.5, rose dramatically by E16.5, and dropped slowly throughout the first week postnatal. Shortly after P3 and continuing over the first two weeks of postnatal development, *Tbx18* mRNA levels dropped towards the limits of qPCR detection (Fig 1A).

**Fig 1:**
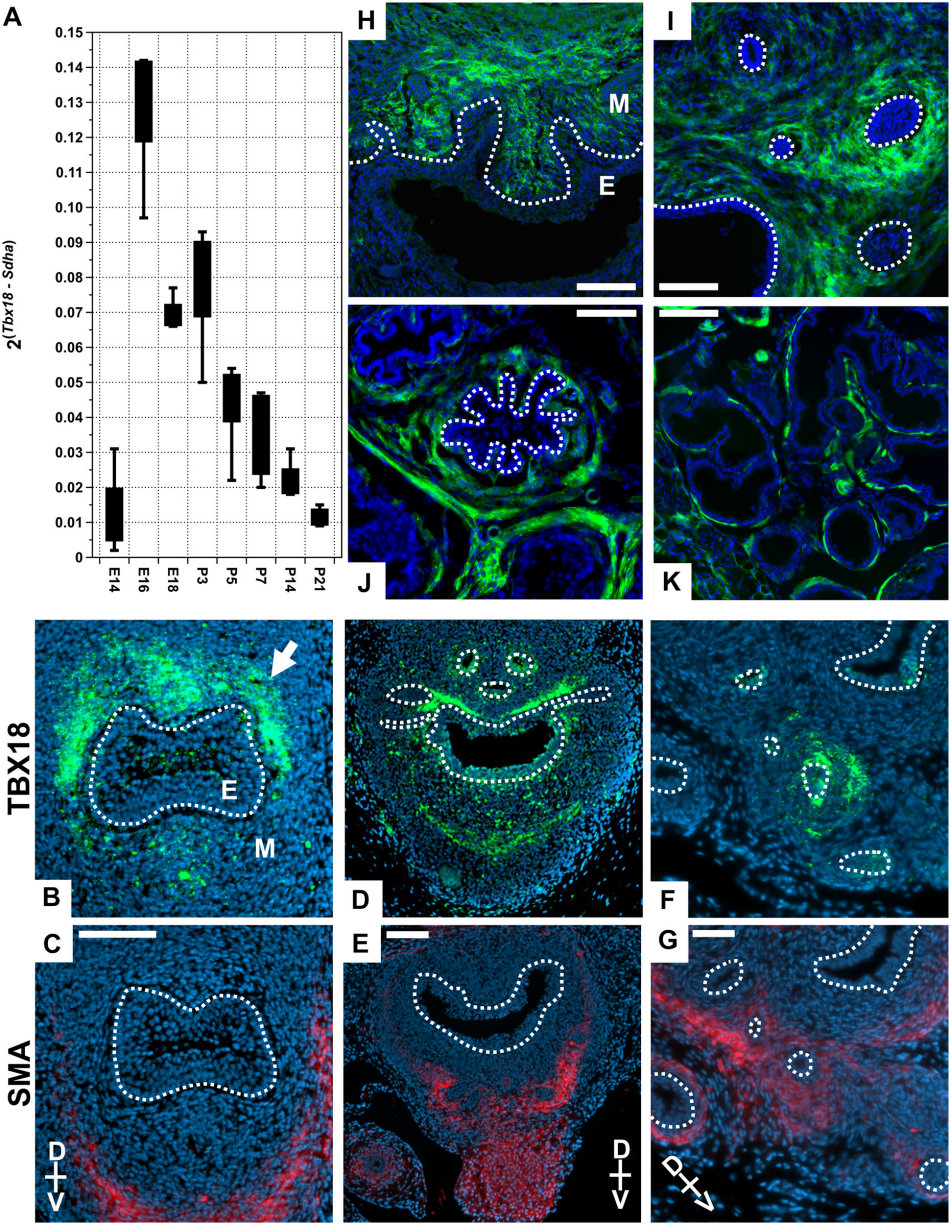
*Tbx18* expression in the urogenital sinus mesenchyme. (A) Quantitative reverse transcription PCR detects *Tbx18* mRNA as early as E14.5, with expression peaking around embryonic day 16.5 (for each stage n ≥ 4). (B, D, F) TBX18 immunohistochemistry shows TBX18 is expressed in the dorsal aspect of the UGS in the region of the forming anterior prostate buds at E16.5 (B), P0 (D), and P3 (F). (C, E, G) Smooth Muscle Actin (SMA) IHC on sections adjacent to TBX18 stains showing the proximity of these two expression domains; TBX18 is detected in only a small subset of SMA-positive cells. (H-K) Lineage tracing analysis of *Tbx18* expressing cells using the *Gt(ROSA)26Sor*^*tm4(ACTB-tdTomato*,*-EGFP)Luo*^/J reporter. Green cells express or are descended from *Tbx18* expressing cells (in the images presented here, the *Tomato* signal was excluded for clarity). (H-I) P0. (J-K) P35 sections show *Tbx18* descendants primarily occupy the anterior prostate stroma (J), and dorsal prostate stroma (K). M is Mesenchyme, **and E is Epithelium. Scale bars are 100μm B and C, 50μm in D-K.**

To provide spatial resolution of TBX18 protein localization, we used immunohistochemistry (IHC) with a tested TBX18 antibody [6] in sectioned E16.5 to P3 animals. At E16.5, TBX18 staining was observed primarily on the dorsal aspect of the UGS-M, proximal to the epithelium in regions from which the dorsal and anterior prostate buds will eventually emerge (Fig 1B). At P0, TBX18 was also detected adjacent to the dorsal UGS-E with staining around the proximal regions of the epithelial prostate buds (Fig 1D) and a few isolated cells ventral to the UGS-E. By P3, TBX18 was detected in clusters of cells in the UGS-M proximal to the prostate epithelial buds (Fig 1F). Due to the known role of *Tbx18* in smooth muscle formation, we also examined the relationship between TBX18 expression and smooth muscle formation by evaluating alpha-Smooth Muscle Actin (SMA) antibody staining on sections adjacent to those stained for TBX18. Consistent with previous reports of TBX18 and SMA expression, the expression of these two proteins were mostly spatially and temporally separated [2]. SMA staining was frequently observed in cells in the vicinity of TBX18-positive cells, but the two proteins were largely detected in non-overlapping domains (Fig 1C, 1E and 1G). Together these analyses indicated that *Tbx18* UGS expression is primarily limited to late gestation and early postnatal stages. The position of the TBX18*+* cells adjacent to nascent prostate buds suggested they may contribute to the adult prostate stroma.

We used a lineage-tracing system to identify the adult prostate regions and cell types to which TBX18+ embryonic cells contribute, crossing mice carrying a *Cre* recombinase knock-in to the *Tbx18* locus [38] with the *Gt(ROSA)26Sor*^*tm4(ACTB-tdTomato*,*-EGFP)Luo*^/J (mT/mG) reporter line. In these animals, only *Cre-*expressing cells and their descendants will express eGFP [39]. We observed GFP expression, indicating the presence of *Tbx18-*driven *Cre* activity, first at E16.5 in the UGS-M (not shown) and at P0 with the same patterns as that detected in IHC (Fig 1H and 1I). In prostates of 5 week-old animals, we observed GFP expression in the periductal stromal smooth muscle layer of the anterior and the dorsolateral lobes confirming that *Tbx18*-expressing cells contribute significantly to prostate stromal SMCs (Fig 1J and 1K).

### Subtle abnormalities in the nascent prostate of *Tbx18* mutant mice

*Tbx18* expression in the UGS during embryonic and postnatal stages suggested that *Tbx18* might play a role in prostate development. However, most prostate development occurs postnatally precluding the use of *Tbx18*-null mutations to identify later prostate phenotypes. Since ureter expression and development are disrupted in 12Gso mice [6], we reasoned that this hypomorphic allele might be associated with *Tbx18* gene expression differences and phenotypes in the prostate as well.

We first evaluated the affects of *Tbx18* abrogation by comparing UGS morphology in *Tbx18*^*GFP/GFP*^ null mutants [38], hypomorphic 12Gso/*Tbx18*^*LacZ*^ [6,35] compound heterozygotes, and wild type littermates at two prenatal stages: E16.5, before the time that prostate budding begins, and E18.5, after the process has initiated. At both of these prenatal stages we observed no morphological differences between animals of the three genotypes (data not shown).

However, at P0, we observed two subtle but consistent changes (Fig 2). We sectioned through the entire abdominal region including the developing prostate in multiple animals (n = 7 of each genotype) and stained slides at regular intervals to compare morphology in a large sampling of sectioning planes. The differences between mutant and wild type prostates at this stage were subtle but consistently observed throughout the organs. First, in animals of both mutant genotypes, the apical surface of the urethral epithelium displayed increased convolutions and irregularities compared to wild type (*Tbx18*^*+/+*^) littermate controls (Fig 2A, 2D and 2G). In the *Tbx18-*null animals, we also noticed that epithelial cells displayed increased cell size and nuclear volume (arrows in Fig 2C, 2F and 2I). In addition, the epithelium in both mutant genotypes was relatively thicker, with additional layers protruding into the lumen from the dorsal and ventral sides, than was observed in wild type littermate controls (Fig 2C, 2F and 2I). We quantified the differences by measuring the thickness of the urethral epithelium (luminal surface to basement membrane) at ten positions on both the dorsal and ventral aspect in wild type and *Tbx18* mutants, and confirmed that the ventral urethral epithelium was increased in *Tbx18*^*GFP/GFP*^ mutants, while the dorsal epithelium thickness was increased in both mutants (Fig 2J). We also observed that the characteristic pattern of higher UGS-M cell density around the forming prostate buds of wild type mice was absent in *Tbx18*^*GFP/GFP*^ mutant animals and reduced in 12Gso/*Tbx18*^*LacZ*^ compared to wild type litter mates (Fig 2B, 2E and 2H).

**Fig 2:**
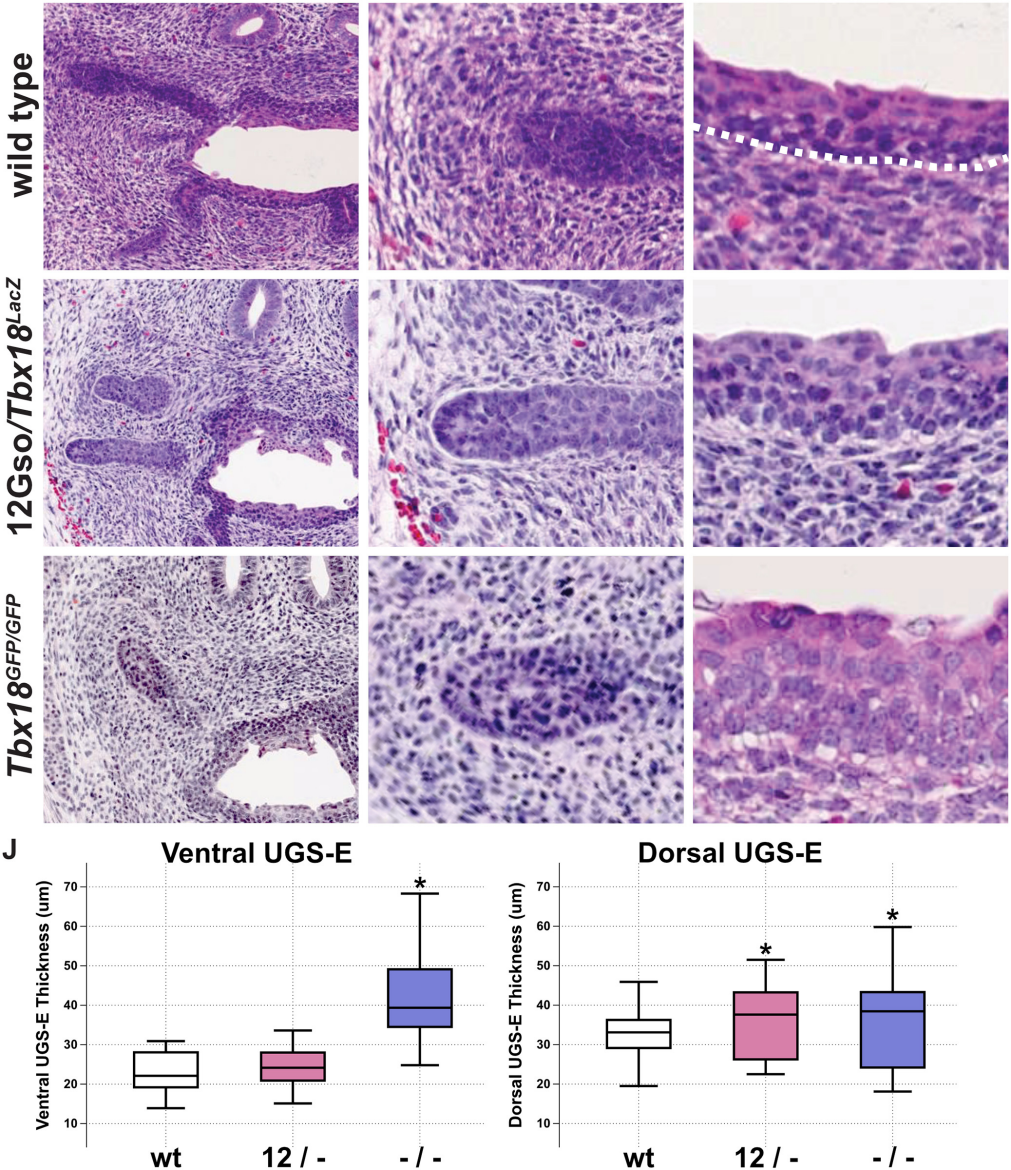
*Tbx18* LOF phenotype in P0 UGS. (A-I) H&E stains of P0 urogenital sinuses. (A-C) Wild type histology shows high cell density in the mesenchyme surrounding the epithelial prostate buds (A, B), and urethral epithelium is composed of 4–6 cell layers with a smooth apical surface (C). (D-F) 12Gso/*Tbx18*^*LacZ*^ compound heterozygotes present an intermediate phenotype in the UGS mesenchyme and the urethral epithelium. (G-I) *Tbx18*^*GFP/GFP*^ mutants have very low mesenchymal cell density surrounding epithelial prostate buds. The urethral epithelium in these mutants is increased in thickness with larger cell volumes (compare arrows in C, F, and I). (J) Measurements of the epithelial thickness in the urethral epithelium. The epithelium on the dorsal side is significantly increased in thickness compared to wild type littermates.

### Loss of *Tbx18* affects the structure and integrity of the anterior prostate lobe

Most of the prostate develops postnatally, with a significant amount of growth and differentiation during adolescent and pubertal stages up to five weeks after birth [7]. We therefore reasoned that more striking morphological differences might be detected in mutant animals at 5 weeks. Although 12Gso*/Tbx18*^*LacZ*^ compound heterozygotes only occasionally survive to adulthood, we did observe a striking phenotype in two 5 week-old males we examined (Fig 3). Subtle abnormalities were detected in the dorsolateral lobes, but the most striking phenotypes were limited to the anterior prostate.

**Fig 3:**
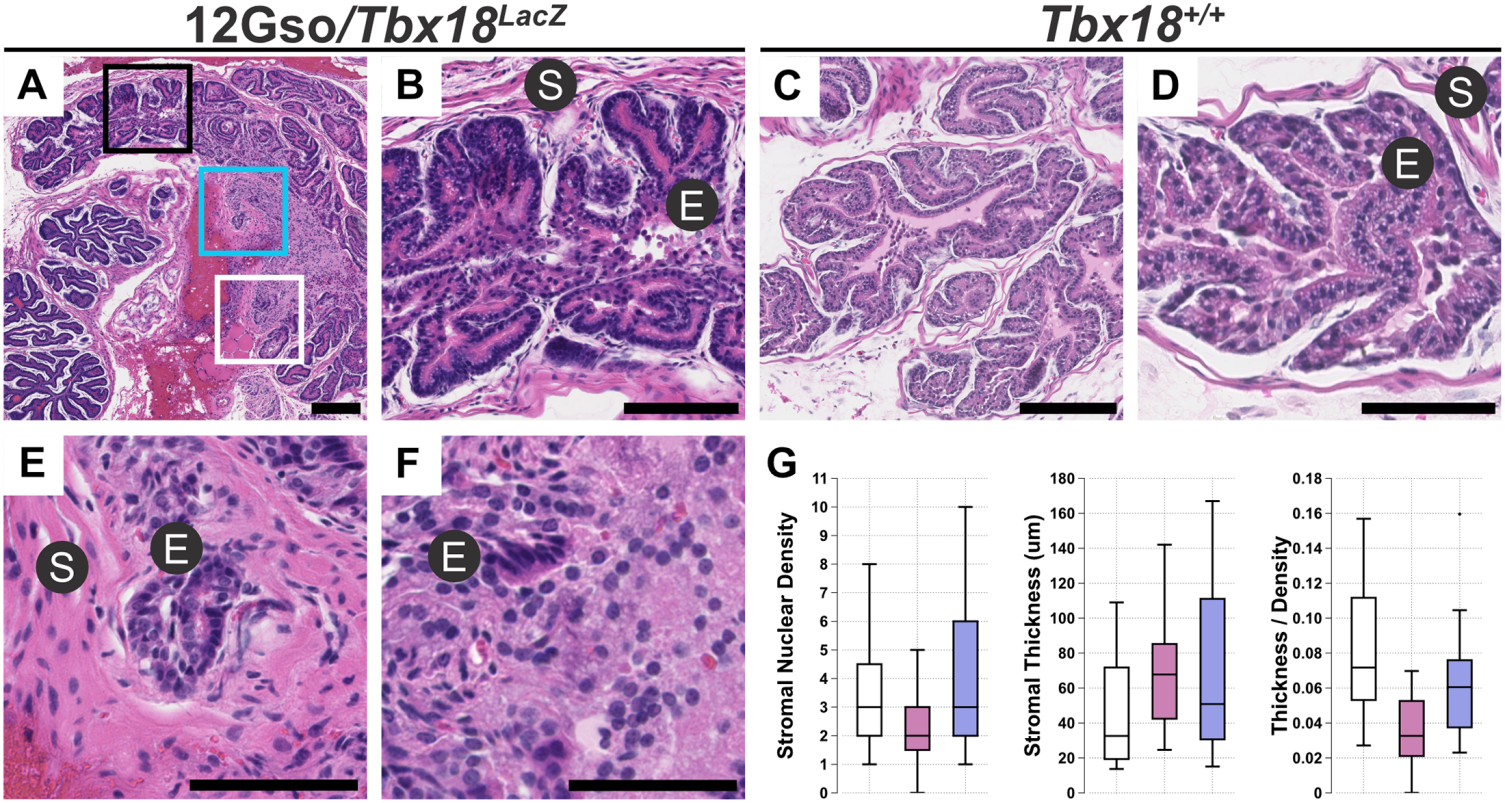
*Tbx18* LOF in 12Gso/*Tbx18*^*LacZ*^ mutants leads to prostate abnormalities in adults. The anterior prostates of five week-old 12Gso/*Tbx18*^*LacZ*^ mutants include stromal hypertrophy and epithelial disorganization, as revealed by Hematoxylin and Eosin (H&E) stains. Sectioned anterior prostates of 12Gso/*Tbx18*^*LacZ*^ mutants (panel A, with areas highlighted in black, blue, and white boxes shown at high resolution in B, E, F respectively) include distal regions with relatively normal morphology (B) indistinguishable from that of wild type littermates (C, D). However, the same sections of mutant prostates show significant stromal hypertrophy (E) and epithelial disorganization and lack a clear boundary between stromal and epithelial compartments (F) in regions proximal to the urethra. (G) Measurement of stromal thickness and numbers of nuclei within the stromal regions confirm that both measurements are significantly different in mutant proximal anterior prostates than in wild type littermate controls. S is stroma; E is epithelium. Scale bars correspond to 100μm in all panels.

When the anterior prostates of these mutants were sectioned along the axis proximal-distal to the urethra, we observed a very similar phenotype in both animals. Specifically, the regions of the anterior ducts located distal of the urethra displayed overtly normal structure, including organized epithelial folds encased by thin layer of condensed smooth muscle stromal cells (Fig 3A and 3B). We could discern no obvious difference between these distal regions of mutant anterior prostates and those of wild type littermate controls (Fig 3C and 3D). However, in the more proximal regions of the same ducts, the mutant anterior prostates were significantly different from those in wild type animals in two respects. First, we noted a marked increase in the thickness of the stromal smooth muscle layer, containing cells that were significantly increased overall in size and misshapen, compared to age-matched wild type prostates (Fig 3A, 3E, 3C and 3D). Second, we observed that epithelium directly adjacent to the disorganized stroma in the mutants lacked the typical well-organized morphology and cell layering seen in comparable wild type sections. Rather, cells in the epithelial compartments of these proximal regions were disorganized and appeared to be loosely associated in the mutant mice (arrowhead in Fig 3E and 3F).

To quantify cell number and cell size we measured the stromal thickness (the distance from the epithelial basement membrane to the distal stromal periphery) at twenty positions around the anterior prostate lobes and counted the number of nuclei along the same linear path of measurement (Fig 3G). We found that the median stromal width was significantly larger in 12Gso/*Tbx18*^*LacZ*^ mutants than in wild type littermates on average: 32μm in wild type, versus 67μm and 50.8μm for 12Gso/*Tbx18*^*LacZ*^ mutant prostates respectively. By measuring the ratio of the number of nuclei per stromal width, we observed a decrease in the number of nuclei per width in the prostate stroma of 12Gso/*Tbx18*^*LacZ*^ mutants (Fig 3G), supporting a hypertrophy model. Thus it appears the abnormal stromal thickness is due to cells occupying the periductal space normally reserved for stromal SMC were enlarged and lacked the condensed, parallel organization observed in wild type mice. In these morphological characteristics, the abnormal stromal cells in *Tbx18* mutant prostates resemble myofibroblasts, which are frequently associated with prostate pathologies [30,40,41].

### Conditional abrogation of *Tbx18* in the prostate

The survival of 12Gso/*Tbx18*^*LacZ*^ animals to adulthood was sufficiently rare to impede efficient further investigation. To overcome this problem, we obtained a conditional allele of *Tbx18* (*Tbx18*^*flox*^). To remove *Tbx18* function only in the developing prostate, we required a tissue specific *Cre* that would not interfere with *Tbx18* function in other tissues that have previously been associated with loss-of-function lethality. We therefore chose to abrogate *Tbx18* in the prostate utilizing a well-tested transgenic mouse line expressing *Cre*-recombinase from a transgenic rat *Probasin* gene promoter (PB-Cre4) [42] (Fig 4).

**Fig 4:**
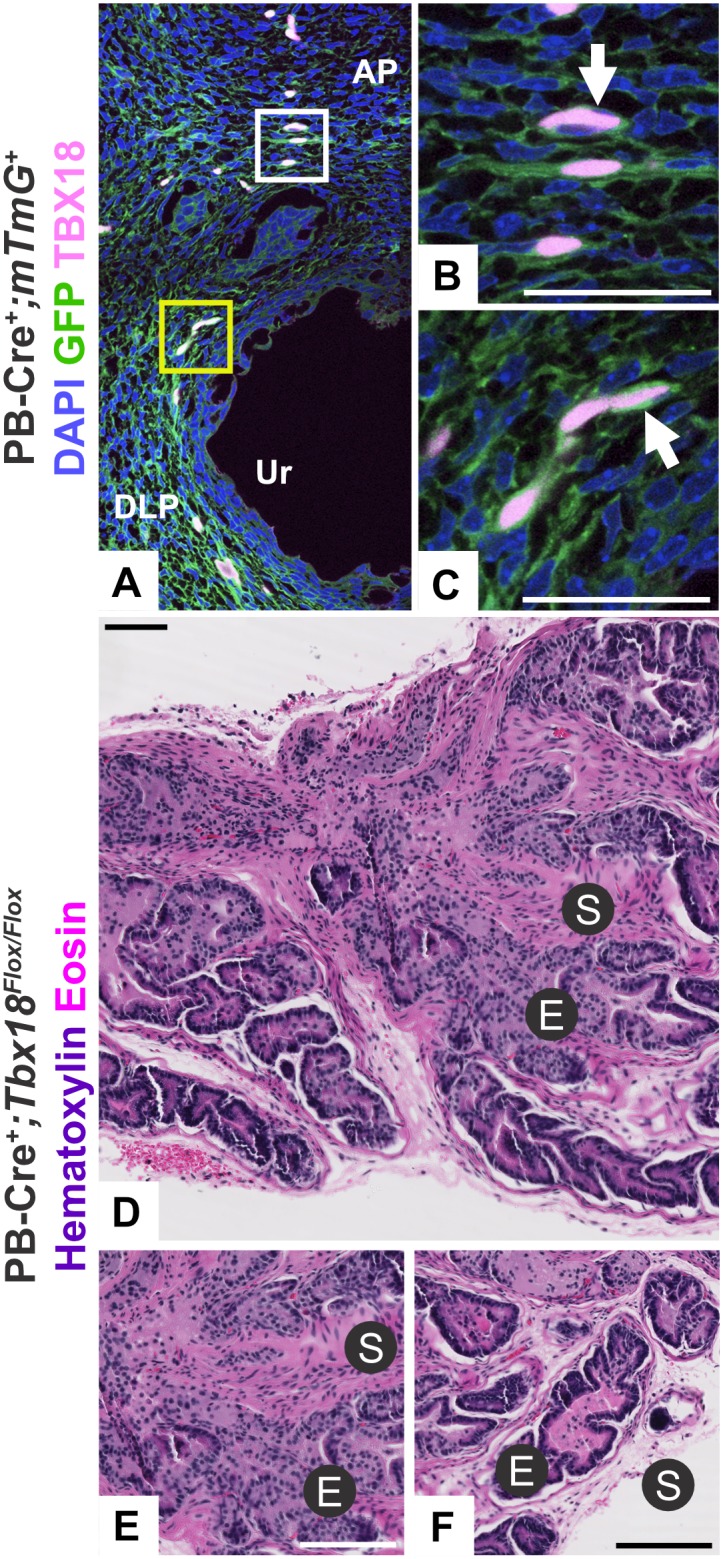
Conditional ablation of *Tbx18* in the prostate. (A) The PB-Cre4 transgene is active at P0 in the prostatic mesenchyme as shown by the mT/mG reporter line, and (B, C) cells with *Cre* expression co-stain with TBX18 around the anterior buds. (D-F) PB-Cre^+^; *Tbx18*^*Flox/Flox*^ animals display similar pathology to the 12Gso/*Tbx18*^*Lacz*^ animal at P35, with (E) urethra-proximal regions of stromal hypertrophy and epithelial disorganization and (F) distal regions of the same ducts displaying normal pathology. Scale bars correspond to 100μm in figures (A, D-F) and 50μm in figure (B,C). AP is anterior prostate mesenchyme. DLP is dorsolateral prostate mesenchyme. Ur is urethra.

PB-Cre4 is expressed at highest levels in the postnatal mouse prostate epithelium and is most commonly used to study epithelial development. However, this transgene is also expressed within the mesenchyme adjacent to the dorsal and anterior lobes, with activity in the mesenchyme reported as early as P1 [17,43]. We confirmed the mesenchymal expression of PB-Cre4 and the overlap between *Cre* and TBX18 expression in prostate mesenchyme using mT/mG reporter strain co-stained with TBX18 antibody. In PB-Cre4^*+*^; mT/mG^*+*^ mice, we observed *Cre* activity in UGS-M cells surrounding the emerging prostate buds, as early as P0 (Fig 4A). In sections co-stained with the TBX18 antibody we confirmed that *Tbx18* and PB-Cre4 are co-expressed in a subset of the same stromal cells around the emerging prostate buds at this stage, with TBX18 protein (stained with far red and shown in pink) localized clearly in the nucleus of cells that were also expressing membrane-targeted GFP (green in Fig 4A–4C).

To evaluate the conditional loss of *Tbx18* in these cells, we produced PB-Cre4^+^, *Tbx18*^*flox/flox*^ animals and collected prostates at 5.5–6.5 weeks of age (n = 6 animals). The phenotype we observed in these animals was highly consistent with that of the 12Gso/*Tbx18*^*LacZ*^ phenotype, characterized by patches of tissue with a thickened prostate stroma surrounding a highly disorganized epithelium. As in 12Gso/*Tbx18*^*LacZ*^ prostates, this phenotype was focused primarily in the anterior prostate lobes and in regions proximal to the urethra, with obviously abnormal ducts adjoined to normally structured acini in the same tissue sections (Fig 4D–4F). Therefore, the inheritance of the 12Gso/*Tbx18*^*LacZ*^ genotype and deletion of *Tbx18* in PB-Cre4-expressing cells yield very similar effects on prostate development.

### Immunohistochemical markers confirm the presence of myofibroblasts and loss of epithelial cell identity in mutant prostates

To further characterize these abnormal prostate phenotypes, we stained mutant and control prostate sections for expression of diagnostic molecular markers. We used slides directly adjacent to those highlighted in Figs 3 and 4 for immunohistochemical staining, comparing staining patterns from both types of *Tbx18* mutants to wild type age-matched controls, with very similar results (Fig 5). First we asked whether epithelial cell-type balance was being maintained by examining mutant and wild type sections with cytokeratin markers of basal or luminal epithelial cell identity (CK5 and CK8/CK18, respectively) [44]; these slides were co-stained with the SMA antibody to delineate stromal and epithelial layers clearly. Next, we examined prostate sections adjacent to those stained with CK markers, after co-staining with Vimentin (VIM) and SMA. These proteins separately mark fibroblasts and smooth muscle cells, respectively, but when expressed together are characteristic of the myofibroblastic phenotype [30].

**Fig 5:**
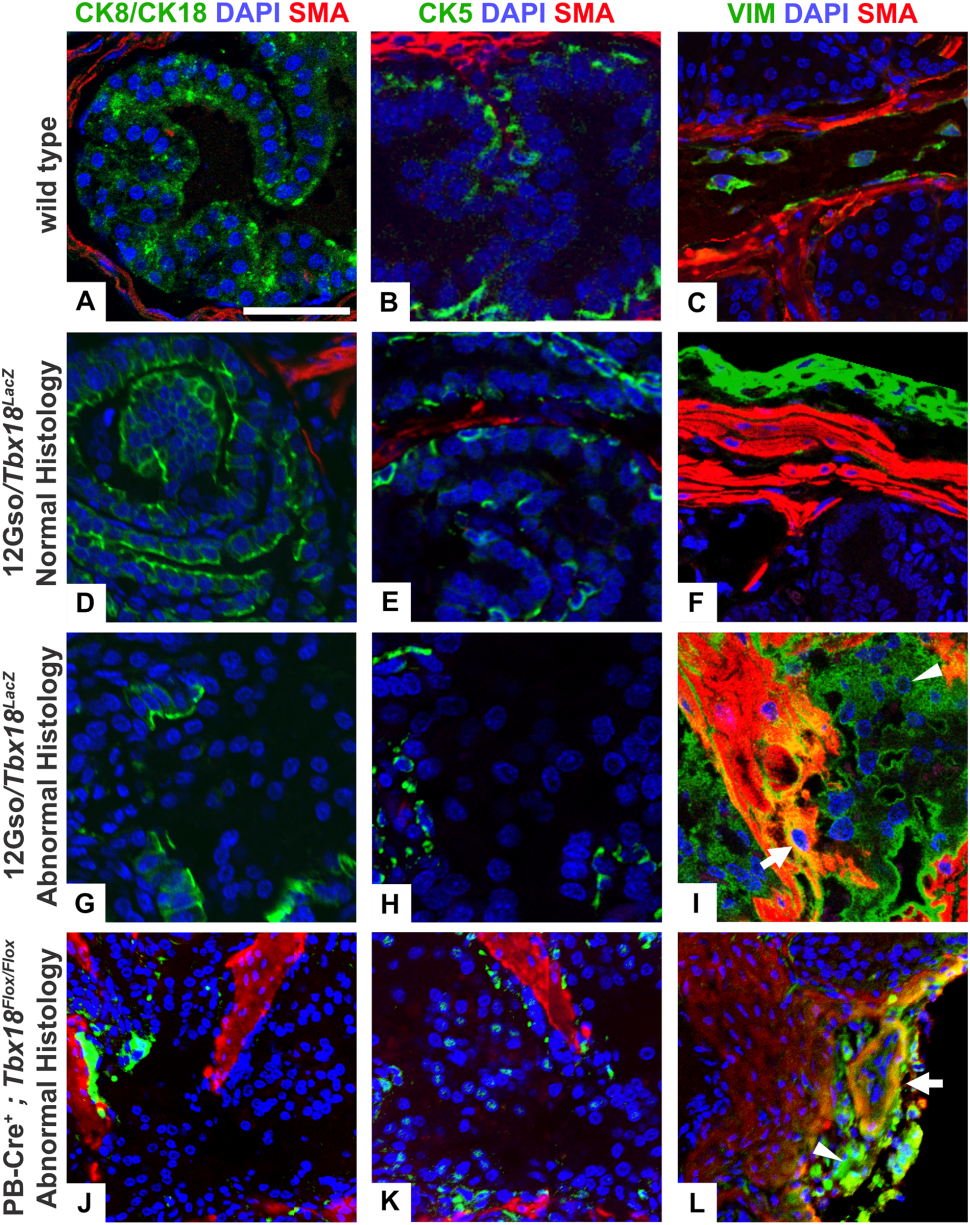
Immunohistochemical analysis with stromal and epithelial markers. We used immunohistochemistry to examine the distribution of stromal and epithelial markers in sections of 5 week-old (A-C) wild-type, (D-I) 12Gso/*Tbx18*^*LacZ*^, and (J-L) PB-Cre4^*+*^; *Tbx18*^*flox/flox*^ anterior prostates. IHC was carried out on slides adjacent to those imaged in Figs 3 and 4 and include the same regions of the tissue. (A) Luminal epithelial cells stained with an antibody detecting Cytokeratins 8 and 18 (CK8/CK18, green) form a continuous layer on the apical surface of the epithelial compartment in wild type prostate and (D) in distal ductal regions with normal pathology in the 12Gso/*Tbx18*^*LacZ*^ compound heterozygotes. (B, E) Basal epithelial cells stained with Cytokeratin 5 (CK5, green) also stain similarly in the wild type and distal regions of the mutant ducts, forming a discontinuous layer between the apical and basement membrane. (G, H, J, K) In contrast, CK8/CK18 and CK5 staining is significantly reduced in the epithelial compartments of the proximal anterior prostate regions in both 12Gso/*Tbx18*^*LacZ*^ (G, H) and PB-Cre4^+^; *Tbx18*^*flox/flox*^ mice (J, K). SMA (red) was co-stained with the Cytokeratin markers to define the smooth muscle layer of the stroma in each section. (C, F) Smooth muscle cells, identified with SMA (red), and fibroblasts, stained with the VIM antibody (green) form apposed but separate layers around the epithelial compartments in wild type animals and in distal regions of normal histology in the anterior prostate of 12Gso/*Tbx18*^*LacZ*^ mice. (I, L) However, in both types of *Tbx18* mutants we found cells positive for both the VIM and SMA markers (arrow in Fig I, L), indicative of myofibroblasts. In addition, compared to wild type littermates (C), the mutant anterior lobes contained larger numbers of VIM+ cells (green; arrowheads in I, L). Scale bars correspond to 100μm.

*Tbx18*-mutant anterior lobes contained stromal smooth muscle cells and epithelium at the distal portions of the lobes that matched the organization and staining patterns of wild type lobes at equivalent positions (Fig 5A–5C). In these normally structured regions, a layer of flattened, SMA-positive cells surrounded an organized epithelium. In the epithelium, a basal layer marked by CK5, and a luminal layer of CK8/CK18+ cells was apparent (shown in Fig 5D and 5E). In contrast, cells within the epithelial compartments of the abnormally structured proximal ductal regions in both 12Gso/*Tbx18*^*LacZ*^ (Fig G,H) and PB-Cre4^*+*^;*Tbx18*^*flox/flox*^ mutants (Fig 5J and 5K) displayed significantly reduced expression of both epithelial markers.

We also found that the distribution of SMA and VIM-positive cells was very similar in the normally structured distal regions of mutant anterior prostates and the prostates of wild type littermates. Specifically, VIM+ cells were distributed around the outside of the normally structured ducts in mutant mice, and VIM staining did not co-occur with SMA (Fig 5F). In contrast, in the disorganized proximal regions of the mutant anterior prostates we observed clusters of stromal cells co-staining with VIM and SMA (arrows in Fig 5I and 5L). This pattern was observed in multiple sections across proximal regions of the anterior prostate in both types of *Tbx18* mutants (not shown). In addition, we observed unusually large numbers of cells marked by VIM but not with SMA, in the periductal space surrounding the myofibroblastic cells and the abnormal epithelium in the mutant anterior prostate lobes. This staining pattern suggests an abnormal increase in numbers and organization of stromal fibroblasts in the mutant prostates.

### Significant gene expression differences presage *Tbx18* mutant prostate pathology

The subtle UGS phenotype observed in newborn animals (Fig 3), in conjunction with the fact that *Tbx18* transcription was first detected at significant levels in UGS at E16.5 (Fig 1), indicated that the earliest detectable molecular changes associated with *Tbx18* deficiency would be discovered between E16.5 and P0. This time period is also critical for the formation of the first prostate buds and marks the beginning of mesenchymal condensation around the nascent prostate buds [7,45]. To determine potential gene expression changes in *Tbx18*-null UGS, we collected whole UGS from E16.5 and E18.5 *Tbx18*^*GFP/GFP*^ mutant male embryos and littermate wild type controls. For each stage, we isolated RNA and performed RNA-Seq, comparing gene expression in mRNA from pooled tissues from each genotype at each stage. 

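Each of the 4 libraries was made from RNA pooled from the whole UGS of 3 male embryos of 1 genotype and stage. With 1 library per genotype and stage there was no replicate check, so no test between genotypes was applied and no replicate error is given. Bootstrap intervals and random lists, where used, cover only the genes of a list. The authors aligned single-end stranded reads with Tophat and deposited FPKM, read numbers scaled to transcript length and to the number of mapped reads, from Cufflinks for 25819 rows with 25791 distinct gene symbols, with low values and values of 0 kept. The deposited values are not read counts. From the FPKM of single reads on single-exon olfactory receptor genes, the libraries held about 64000000 mapped reads for E16.5 wild type, 55700000 for E16.5 *Tbx18* GFP/GFP, 29000000 for E18.5 wild type and 52400000 for E18.5 *Tbx18* GFP/GFP. Read numbers given for a gene are estimates from these depths and cover counting error only. Fold changes were recomputed as the mutant FPKM over the wild type FPKM of the same stage, without a pseudocount or rescaling, for genes with at least 1 FPKM in either library. The median log2 fold change over genes with at least 1 FPKM in both libraries was 0.01 at E16.5 and 0.29 at E18.5, so E18.5 changes were also computed relative to that median. Positions of genes are those of the deposited table, with starts counted from 1. The paper's text does not name its genome build, and the positions differ from those of GRCm38. *Tbx18* itself, on chromosome 9 from 87597635 to 87626095, had 3.47 FPKM in wild type and 2.50 FPKM in *Tbx18* GFP/GFP UGS at E16.5, and 3.16 and 2.93 FPKM at E18.5. The null allele carries a GFP knock-in, and the FPKM do not separate transcript of the targeted locus from transcript of an intact one. The Y-linked gene *Ddx3y* had between 18.8 and 25.4 FPKM in the 4 libraries, and *Xist* had at most 0.134 FPKM.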

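At E16.5, 244 of the 14761 genes with at least 1 FPKM in either library had an absolute fold change of at least 2.0 between *Tbx18* GFP/GFP and wild type UGS, 71 of them higher and 173 lower in the mutant. With a threshold of 1.5, 613 genes passed, 212 higher and 401 lower. At E18.5, 2657 of 14733 genes passed 2.0, with 2231 higher and 426 lower. These counts include 17 genes at E16.5 and 21 at E18.5 that were listed at 0 in one library and for which no fold is given. The alternative that moved the counts most was to drop the FPKM filter, with which 2601 genes at E16.5 and 5680 at E18.5 passed 2.0. The share of the E18.5 genes that were higher in the mutant was 84.0%, but it was 43.7% with the sums of the libraries made equal, 60.1% relative to the median of all genes, 65.1% with upper quartile scaling and 44.6% after a trend on transcript length and GC content was subtracted. At E16.5 the share higher among genes past 1.5 was 34.6%, and 20.6% with the sums made equal. Of the 613 genes past 1.5 at E16.5, 302 changed in the same direction at E18.5, 110 of them by a larger fold, and 100 passed 2.0 in that direction. Another 295 changed in the opposite direction at E18.5, 101 of them past 2.0. As deposited, 70.0% of all genes considered at E16.5 were higher in the mutant at E18.5. Of the 401 genes lower at E16.5, 211 (52.6%) were. The split between directions depended on the scaling. With the sums made equal, 400 genes kept their direction and 277 changed it. After the trend on length and GC content was subtracted, 320 kept it and 225 changed it.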

Gene expression analysis identified 324 differentially expressed genes (DEGs) at E16.5 and 6101 DEGs at E18.5 with an absolute fold change greater than or equal to 2.0; including genes with absolute fold change above 1.5 at the earlier stage identified a total of 694, many of which were further dysregulated at the later stage (S1 Table). To determine which major functional categories were differentially expressed at these two stages, we performed Gene Ontology (GO) analysis on the DEG sets using the DAVID functional analysis program (Table 1) [46].

**Table 1:** Functional categories enriched in RNA-seq comparison of E16.5 and E18.5 *Tbx18* mutant compared to wild type UGS.

	Enriched Functional Categories	
	E16.5	E18.5
**Down-Regulated DEGs**	Myofibril	Regulation of transcription
	Muscle organ development	Zinc finger / zinc ion binding
	Muscle system process	Chromosome organization
	Muscle cell differentiation	mRNA processing
	Sarcoplasmic reticulum	Microtubule organizing center
	Cytoskeletal protein binding	Cell cycle
	Myosin complex	Ribonucleoprotein complex
	Cardiac muscle tissue development	Cellular response to stress
	Myogenesis	Programmed cell death
		Establishment of protein localization
		Regulation of mesenchymal cell proliferation
		Regulation of epithelial cell proliferation
		Prostate gland growth
		Skeletal system development
		Serine threonine kinase activity
		Regulation of apoptosis
**Up-Regulated DEGs**	Peptidase inhibitor activity	Ribosomal protein / ribosome
	Extracellular region	Mitochondrion
	Defense response to bacterium	ncRNA metabolism
	Complement and coagulation cascades	Proteinaceous extracellular matrix
	Nucleosome assembly	Response to nutrient levels
	High density lipoprotein particle	Wnt superfamily
		NF-KB binding
		Oxidative phosphorylation
		Regulation of smooth muscle proliferation
		Regulation of Ras GTPase activity

The functions of genes that were significantly up-regulated or down-regulated in E16.5 and E18.5 *Tbx18*^*GFP/GFP*^ compared to wild type urogenital sinus (S1 Table) were analyzed separately using the DAVID functional clustering algorithm [46]. The leading GO term in significantly enriched functional clusters are shown in order of their enrichment.

At E16.5 nearly every enriched Functional Category was related to myogenesis and muscle structure. 

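Gene lists for skeletal and smooth muscle, written before the deposited values were seen, were followed in the E16.5 libraries. Part of S1 Table, with fold changes from the same libraries, had been read by then. The smooth muscle list also holds the smooth muscle genes that the paper names as down-regulated at E16.5. The lists were therefore not fully blind to the direction of change. The list medians used log2 ratios with a pseudocount of 0.1 over members with at least 1 FPKM in either library, and were compared with 10000 random lists of genes matched on mean FPKM. All 36 skeletal muscle genes that passed the filter, of 43 listed, were lower in *Tbx18* GFP/GFP UGS, with log2 fold changes from -1.55 to -0.69 and a median of -1.17. Of these, 27 were at least 2-fold lower. All 25 smooth muscle contractile genes were lower as well, with a median log2 fold change of -0.48, 9 of them at least 1.5-fold lower and 4 at least 2-fold lower. Both medians were below those of all 10000 random lists. The skeletal muscle median moved most with a pseudocount of 1, to -0.95. The lists share no gene.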

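*Acta2*, *Actg2*, *Cnn1*, *Myh11* and *Tagln* were all lower in *Tbx18* GFP/GFP UGS at E16.5. *Actg2*, on chromosome 6 from 83462903 to 83486245, had 199.6 FPKM in wild type and 51.6 FPKM in the mutant, a log2 fold change of -1.95. *Myh11*, on chromosome 16 from 14194620 to 14291501, fell from 86.4 to 31.3 FPKM (log2 fold change -1.47). *Cnn1*, on chromosome 9 from 21903697 to 21913665, fell from 53.8 to 21.1 FPKM (-1.35). *Tagln*, on the same chromosome from 45737711 to 45744141, fell from 107 to 55.6 FPKM (-0.95). *Acta2*, on chromosome 19 from 34315581 to 34329826, fell from 597 to 381 FPKM (-0.65). The lowest estimated number of reads behind these E16.5 values was 2550, for *Cnn1* in the mutant library. In the E18.5 libraries the direction was the opposite one for all 5 genes, with *Actg2* at 237 FPKM in wild type and 1064 FPKM in *Tbx18* GFP/GFP UGS (log2 fold change 2.16).

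**Figure D1:**
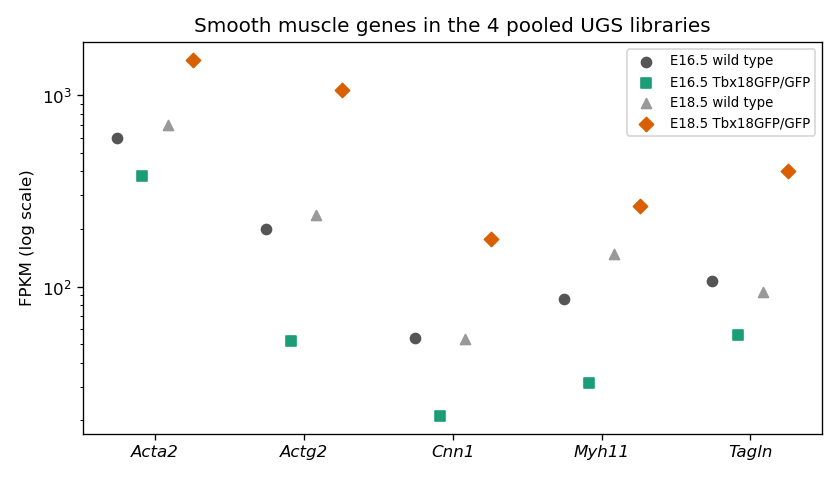
FPKM of *Acta2*, *Actg2*, *Cnn1*, *Myh11* and *Tagln* on a log scale, 1 point for each of the 4 pooled libraries. For each gene the E16.5 mutant library is the lowest of the 4 and the E18.5 mutant library the highest, from 51.6 to 1064 FPKM for *Actg2*.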

The most highly enriched of these categories included genes that encode structural components of myofibrils including Smooth muscle actins (*Acta2*, *Actg2*), Calponin 1 (*Cnn1)*, smooth muscle Myosin heavy chain 11 (*Myh11*), and Transgelin (*Tagln*) all of which were significantly down-regulated in mutants at E16.5. Genes encoding protease inhibitors (particularly the Stephin family of Cathepsin inhibitors; *Stfa1*, *Stfa2*, *Stfa2l1*, *Stfa3*), extracellular components (*Col10a1*, *Gdf15*, *Fgg*, and *Fgb*) and genes involved in defense response, the complement cascade, and inflammatory response (e.g. *S100a8*, *S100a9*, *C3*, *Cd52*, *Masp2*) were significantly up-regulated at this early stage (Table 1).

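All 13 of these genes had a higher FPKM in *Tbx18* GFP/GFP than in wild type UGS at E16.5, at low expression for most. The 4 stefin genes lie together on chromosome 16. *Stfa1* (36277234 to 36285457) had 3.14 FPKM in wild type and 13.3 FPKM in the mutant, a log2 fold change of 2.08. *Stfa2l1* rose from 0.626 to 5.48 FPKM (log2 fold change 3.13), of which the wild type value stands for about 8 reads. The log2 fold changes of *Stfa2* and *Stfa3* were 1.88 and 1.69. *S100a8* and *S100a9*, neighbours on chromosome 3 that start at 90472993 and 90496555, had 4.57 and 3.54 FPKM in wild type and 31.1 and 29.0 FPKM in the mutant, with log2 fold changes of 2.77 and 3.04. *Fgg* and *Fgb* had the largest ratios of the group, with log2 fold changes of 3.71 and 3.61, but reached only 1.10 and 0.844 FPKM in the mutant library, and their wild type values stand for about 8 and 16 reads. *Fgb* was below 1 FPKM in both libraries and so was not among the genes counted as changed. *Col10a1* (log2 fold change 1.10), *Masp2* (1.06) and *C3* (1.04) passed 2-fold. *Gdf15* (0.95) and *Cd52* (0.61) passed 1.5-fold and not 2-fold.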

Despite the fact that major morphological differences were not observed in mutant UGS until P0, RNA-seq analysis of E18.5 mutant UGS detected a massive difference in gene expression between mutant and wild type mice with highly significant functional enrichments. 

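The 4 libraries were also compared in all 6 pairs, across genes with at least 1 FPKM in either library of the pair. E16.5 wild type and E18.5 *Tbx18* GFP/GFP UGS differed by at least 2-fold in 371 genes, and the mutant libraries of both stages in 282 genes. The E18.5 wild type library differed by at least 2-fold from E16.5 wild type in 2885 genes, from E16.5 *Tbx18* GFP/GFP in 2965 genes and from E18.5 *Tbx18* GFP/GFP in 2657 genes. Pearson's r of log2(FPKM + 1) was taken over all 25819 rows without that filter, rows at 0 included. It was 0.971 between the E18.5 libraries and 0.995 between the E16.5 libraries. Over the 10881 genes with at least 5 FPKM in at least 1 of the 4 libraries it was 0.892 and 0.978. Genes are not independent replicates, and no test was made. Among the 2745 genes with at least 20 FPKM in both E18.5 libraries, 10.7% passed 2-fold, against 0.605% of 3636 such genes at E16.5. The E18.5 ratio followed GC content, with a Spearman's rho of 0.44 across 13012 genes, against 0.02 across 13478 genes at E16.5. From the lowest to the highest of 10 bins of GC content the median log2 fold change at E18.5 went from -0.06 to 0.82. Over the smooth muscle contractile list, the E18.5 median log2 fold change was 0.80, with 21 of 25 genes higher in the mutant, and 0.52 relative to the median of all genes, with 18 higher. Over the skeletal muscle list it was -0.39, with 24 of 34 genes lower, and -0.67 relative to that median, with 29 lower.

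**Figure D2:**
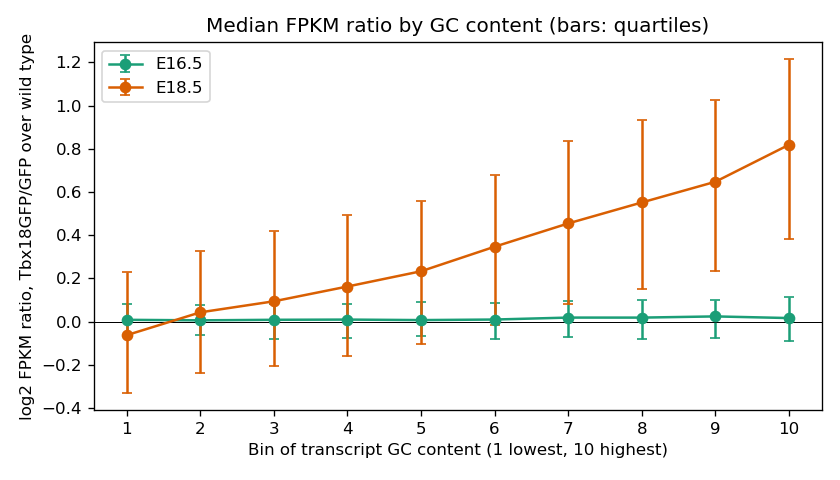
Median log2 ratio of *Tbx18* GFP/GFP over wild type FPKM in 10 bins of transcript GC content, for E16.5 and E18.5, with bars from the lower to the upper quartile of genes. The E18.5 medians climb from -0.06 to 0.82 and the E16.5 medians stay between 0.01 and 0.02.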

Most notably, down-regulated DEGs were enriched for transcription factors including the key muscle differentiation factors including *Mef2a*, *Mef2c*, and *Mef2d*. 

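*Mef2a*, *Mef2c* and *Mef2d* were each lower in *Tbx18* GFP/GFP UGS at E18.5 by less than 1.5-fold. *Mef2a*, on chromosome 7 from 74378710 to 74517744, had 21.8 FPKM in wild type and 17.0 FPKM in the mutant, a log2 fold change of -0.36, or -0.65 relative to the median of all genes. *Mef2c*, on chromosome 13, had a log2 fold change of -0.32 (-0.61 relative to the median), and *Mef2d*, on chromosome 3, of -0.18 (-0.47). At E16.5 their log2 fold changes were -0.15, -0.45 and -0.09. Among the 304 zinc finger genes with a *Zfp* symbol and at least 1 FPKM in either library, the median log2 fold change at E18.5 was 0.05, with 141 lower. Relative to the median of all genes it was -0.23, with 201 lower, and it was -0.37 with the sums of the libraries made equal, so that the direction of this family depended on the scaling. The median as deposited was below those of all 10000 random lists matched on mean FPKM. With the trend on length and GC content subtracted it was -0.13, again below those of all 10000 random lists.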

At this stage, we also observed significant differential expression of TF genes including *Sox9*, *Hoxd13*, *Pten* and *Trp63*, all genes with important roles in prostate development and pathologies [17,26,47,48]. 

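*Sox9*, on chromosome 11 from 112643524 to 112649071, had 16.7 FPKM in wild type and 8.26 FPKM in *Tbx18* GFP/GFP UGS at E18.5, a log2 fold change of -1.02 and the only one of the 3 genes given here past 2-fold. Relative to the median of all genes it was -1.30. *Hoxd13*, on chromosome 2 from 74506367 to 74509655, had 67.4 and 36.8 FPKM (log2 fold change -0.87, and -1.16 relative to the median). *Trp63*, on chromosome 16 from 25683851 to 25892174, had 15.5 and 8.39 FPKM (-0.89, and -1.18 relative to the median). At E16.5 the log2 fold changes of *Sox9* and *Hoxd13* were 0.06 and 0.02, and that of *Trp63* was -0.43.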

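At E18.5 the log2 fold change of *Tbx18* between *Tbx18* GFP/GFP and wild type UGS was -0.11, or -0.40 relative to the median of all genes, and at E16.5 it was -0.47. *Shh*, on chromosome 5 from 28783380 to 28793641, had 18.4 FPKM in wild type and 15.0 FPKM in the mutant at E18.5 (log2 fold change -0.29, and -0.58 relative to the median). *Fgfr2*, on chromosome 7 from 137305965 to 137410322, had 30.9 and 31.0 FPKM, a log2 fold change of 0.00 that became -0.29 relative to the median.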

Genes regulating apoptosis and the proliferation of mesenchymal and epithelial cells were also down-regulated (Table 1); here we should note that because of its action in other tissues, *Tbx18* itself is annotated in both the apoptosis and cell proliferation categories, as are down-regulated DEGs *Shh*, *Trp63* and *Fgfr2*.

Tellingly, components of the extracellular matrix including eight Collagen, nine Matrix metalloprotease, as well as *Wnt* genes were also significantly up-regulated (Table 1), all of which have known roles in myofibroblast formation. 

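Of 38 genes with a collagen symbol and at least 1 FPKM in either E18.5 library, 8 were at least 2-fold higher in *Tbx18* GFP/GFP UGS and none was 2-fold lower. These 8 were *Col10a1*, *Col16a1*, *Col25a1*, *Col2a1*, *Col5a3*, *Col8a2*, *Col9a2* and *Col9a3*, with log2 fold changes from 1.11 for *Col5a3* to 2.54 for *Col10a1*. *Col16a1* had the highest expression of them, with 18.3 FPKM in wild type and 58.8 FPKM in the mutant. The symbol pattern also takes in *Col4a3bp*, which is not a collagen and was not among the 8. Of 11 matrix metalloprotease genes, 5 were at least 2-fold higher, *Mmp11*, *Mmp17*, *Mmp23*, *Mmp24* and *Mmp28*, with log2 fold changes from 1.08 for *Mmp24* to 2.13 for *Mmp28*. Of 12 *Wnt* genes, 10 were at least 2-fold higher, with log2 fold changes from 1.07 for *Wnt9b* to 1.85 for *Wnt11*. Relative to the median of all genes, 4 collagen, 3 matrix metalloprotease and 8 *Wnt* genes passed 2-fold. After the trend on length and GC content was subtracted, 3, 2 and 2 genes did. The median log2 fold changes of the 3 families at E18.5 were 0.61, 0.67 and 1.37. Between E16.5 wild type and E18.5 *Tbx18* GFP/GFP UGS they were 0.05, -0.01 and -0.09. The paper relates the rise of these families to their known roles in myofibroblast formation.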

DEGs associated with regulation of smooth muscle proliferation (including *Bmp4*, *Notch4*) were also enriched in the up-regulated genes. 

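*Notch4*, on chromosome 17 from 34701240 to 34725488, had 1.02 FPKM in wild type and 2.31 FPKM in *Tbx18* GFP/GFP UGS at E18.5, a log2 fold change of 1.18 that was 0.89 relative to the median of all genes. *Bmp4*, on chromosome 14 from 47003195 to 47010274, had 27.7 and 32.0 FPKM. Its log2 fold change of 0.21 became -0.08 relative to the median, and was also negative with the sums made equal, with upper quartile scaling and after the trend on length and GC content was subtracted.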

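Of 82 ribosomal protein genes with at least 1 FPKM in either E18.5 library, 66 were higher in *Tbx18* GFP/GFP UGS and 21 were at least 2-fold higher, with a median log2 fold change of 0.65. Of 87 genes of oxidative phosphorylation, 70 were higher and 29 at least 2-fold higher, with a median of 0.81. Of 75 mitochondrial ribosomal protein genes, 62 were higher, with a median of 0.53. Relative to the median of all genes, these medians were 0.36, 0.53 and 0.25. The direction of each median was the same under every scaling tried, and each was lowest with the length and GC trend subtracted or with the sums made equal, down to 0.20 for ribosomal proteins, 0.36 for oxidative phosphorylation and 0.11 for mitochondrial ribosomal proteins. In the E16.5 comparison the 3 medians were 0.04, -0.01 and 0.04. Between E16.5 wild type and E18.5 *Tbx18* GFP/GFP UGS they were 0.07, 0.14 and 0.01, and between the wild type libraries of E16.5 and E18.5 they were -0.59, -0.62 and -0.52.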

We also observed at this stage a massive up-regulation of genes directly involved in the formation of the ribosomes and mitochondrial components which are also up-regulated in myofibroblasts [49]. To confirm the results of the RNA-Seq study, we validated several genes at both developmental time points. Using RT-qPCR on RNA from individual UGS samples, we found that the results were highly consistent with the differential expression values from the pooled tissues used in sequencing (S1 Fig).

To assign particular genes and functions to mesenchymal or epithelial compartments, we cross-referenced our DEG sets with genes enriched in dissected UGS-M or UGS-E in a published microarray study (overlaps marked as M or E in S2 Table) [34]. 

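The C1q genes *C1qa*, *C1qb* and *C1qc* lie together on chromosome 4. At E18.5, *C1qa* had 6.23 FPKM in wild type and 15.1 FPKM in *Tbx18* GFP/GFP UGS, a log2 fold change of 1.27, or 0.98 relative to the median of all genes and 0.42 after the trend on length and GC content was subtracted. *C1qc* had 7.67 and 15.6 FPKM, a log2 fold change of 1.02 that was 0.73 and 0.26 in these 2 settings. *C1qb* had 12.3 and 13.0 FPKM (0.08), a change that was -0.21 and -0.67 in these settings. No compartment was assigned to any gene here, since each library was made from whole UGS.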

Through this intersection, E16.5 functions related to regulation of myogenesis, muscle structural proteins, and inflammation were assigned to UGS-M; at E18.5 functions related to mitosis, mesenchymal cell development, and negative regulators of apoptosis were significantly down-regulated, while the C1Q complement system, regulation of cell shape, and *Hedgehog* signaling were up-regulated in the mesenchymal compartment. At the later stage, functions related to epithelial cell development, apoptosis, apical junctions, and prostate gland development were assigned to the UGS-E, while up-regulated functions related to cell adhesion and cell migration, NADP metabolism, secretion, and *Wnt* superfamily members were also associated with in the epithelial compartment (S2 Table).

## Discussion

This study provides the first evidence that *Tbx18* is required for normal differentiation of the prostatic stroma and that it indirectly influences the organization, proliferative control, and cellular identity of prostate epithelium. Using three different mutant genotypes, we show that *Tbx18* loss-of-function in the UGS during late embryogenesis and early postnatal life results in grossly disorganized stromal and epithelial layers of the anterior prostate in young adults, with many of the periductal stromal cells displaying a myofibroblastic phenotype.

Analysis of gene expression in mutant embryos revealed a cohort of functionally related, differentially expressed genes that may presage this later pathology. Most notably, genes involved in muscle development were already significantly down-regulated, while genes associated with extracellular matrix remodeling and inflammatory response were up-regulated in mutants as early as E16.5. These up-regulated functions are the same as those known to be associated with the appearance of myofibroblasts and epithelial dysplasia in adults [30], indicating a predisposition for the formation of later pathologies at this very early age. Since E16.5 is also the time when *Tbx18* is first robustly detected in wild type prostates, the data suggest an essential role for *Tbx18* in the regulatory hierarchy controlling expression of those genes.

By P0, we observed the first signs of morphological differences in developing mutant prostates including decreased density of UGS-M cells surrounding the prostate buds, possibly linked to proliferative failure of *Tbx18-*deficient mesenchymal cells as observed for ureter development [3]. In addition to these stromal abnormalities, the epithelium displayed increased thickness and subtle loss of organization in *Tbx18* mutants at this stage. However, these minor morphological changes belie the significant molecular and genetic changes that have already taken place within these cells.

Prominent among down-regulated DEGs in E18.5 embryos were transcription factors and signaling pathways with important roles in mediating cell-type specific differentiation in prostate. For example *Hoxd13* loss-of-function mutations result in reduced anterior prostate size with increased mesenchymal thickness [50]. *Foxa1* directly promotes cell growth in the prostate via an *AR*-dependent pathway and indirectly regulates other genes that are essential to prostate development, including *Shh* and *Bmp4* [51] which were also dysregulated in *Tbx18*^*GFP/GFP*^ UGS at E18.5. 

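*Foxa1*, on chromosome 12 from 58641618 to 58647108, had 30.0 FPKM in wild type and 15.3 FPKM in *Tbx18* GFP/GFP UGS at E18.5, a log2 fold change of -0.97, or -1.26 relative to the median of all genes. At E16.5 it had 19.4 and 14.4 FPKM (log2 fold change -0.43).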

*Sox9*, which interacts with *Tbx18* in ureter development [52], was also significantly dysregulated at E18.5; this gene is already well established for its critical role in prostate development. For example, inactivation of *Sox9* before Androgen Receptor activation results in complete agenesis of the prostate [47,53]; at later developmental stages, *Sox9* is required to promote basal epithelial proliferation and is regulated by *Wnt* signaling through β-catenin [54,55]. Interestingly, many of these same developmental regulators are dysregulated in prostate cancer [23,47,51,55], and their early mis-expression may be linked to the cellular changes we detected in young adult mutant mice.

Although the phenotype of newborn mutant animals does not reflect the massive shift in the prostate gene expression that is already evident at E18.5, the failure of developmental and signaling pathways and the signature of inflammation are manifested clearly in 5 week-old mice. In contrast to the ureter, where the epithelium is reduced in thickness and cell numbers as well as organization in *Tbx18*^*-/-*^ mice [2,56], the cells that populate the adult prostate epithelium are not obviously reduced in number and instead, the numbers of cells in the epithelial compartment appear to have increased. These differences may stem from the distinct developmental origins of the epithelial layers and the paracrine factors they produce, as ureter epithelium is of mesodermal origin, and UGS-E is endodermal.

However, these differences in epithelial phenotype may also reflect different fates of *Tbx18-*deficient stroma in ureter and prostate. In particular, whereas *Tbx18-*deficient cells in ureter undergo apoptosis and are replaced by a thin layer of fibroblasts (Airik 2006), in prostate these cells appear to be replaced by a myofibroblasts (MFBs), which support the proliferation of epithelial cells [57]. The origins of these MFBs and the role of *Tbx18* in their formation are still unclear and will require an in-depth developmental study. MFBs are most commonly thought to differentiate from fibroblasts, and it is possible that *Tbx18-*prospective cells are first replaced by fibroblasts that further differentiate to MFBs in the prostate environment. We did detect an increase of Vimentin-positive cells in the lumen of mutant glands, and these might serve as a reservoir for MFBs.

However, other possibilities should be considered. For example, Vimentin is expressed widely throughout the prostate stroma during prenatal development, and VIM+SMA+ MFBs are also present during these stages, presumably reflecting an intermediate differentiation state [58,59]. Therefore, one possibility is that in the absence of *Tbx18*, mesenchymal cells destined for the SMC fate may simply fail to differentiate beyond this transitional stage. Alternatively, MFBs can also arise directly from mesenchymal stem cells that reside in human prostate, a process that is inhibited by the TGFB1-regulated TF, *RUNX1* [60]. *Runx1* was significantly down-regulated in *Tbx18-*mutant UGS at E18.5, raising the possibility that *Tbx18-*deficient mesenchymal precursors are redirected in mutant prostate anterior lobes to differentiate into MFBs. 

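*Runx1*, on chromosome 16 from 92601711 to 92826311, had 3.14 FPKM in wild type and 2.16 FPKM in *Tbx18* GFP/GFP UGS at E18.5, a log2 fold change of -0.54, or -0.83 relative to the median of all genes. At E16.5 it had 2.77 and 2.10 FPKM (log2 fold change -0.40).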

Using the *Tbx18*^*flox*^ allele in combination with PB-Cre4 and other mesenchymally-expressed *Cre* alleles, these possibilities can now be tested.

Whatever their origins, the appearance of MFBs in the *Tbx18* mutant stroma provides a potentially novel link between the developmental activities of this T-box factor and predisposition to adult prostate disease. MFBs are associated with multiple types of human prostate pathologies, including prostate cancer as well as benign prostate hypoplasia, and prostatic fibrosis [30,57,61]. Most of the factors that have been linked to MFB differentiation are expressed in adult prostate, either normally or in response to injury, infection, or other inflammatory events. However, as far as we can discern from RT-qPCR, IHC, and lineage tracing studies, *Tbx18* is expressed only transiently during early development and is not reactivated in the prostates of either healthy or mutant adults. These data suggest that a deficiency of *Tbx18* during a limited period of perinatal development is sufficient to predispose animals to frank prostate disease later in life. We speculate that the loss of *Tbx18* sets the stage for later prostate dysfunction through loss of a functional SMC stroma, but also due to the early creation of an inflammatory stromal environment that supports differentiation of MFBs.

Finally, from these data it remains unclear which stromal factors are key to the abnormalities in epithelial proliferation, differentiation and organization we observed since a large number of pathways predicted to influence these processes were dysregulated together in *Tbx18* mutant mice. Nevertheless, it is clear from our observation of these phenotypes in several different *Tbx18* genotypes that these factors are under the control, either directly or downstream and indirectly, of *Tbx18* activity. Future studies will focus on pinpointing the mechanisms of *Tbx18* activities in prostate development, and examine in depth the long-term effects of *Tbx18* insufficiency during the earliest postnatal stages on prostate health in later adult life.

## Supporting Information

S1 Fig Validation of differentially expressed genes. *In the RNA-Seq experiment we* analyzed pools of tissues from three individuals for each genotype and each stage. To validate that the pooled averages reflect individual samples we performed RT-qPCR on individual samples. The Fold Changes observed in RNA-Seq (no error bars) are presented next to the FCs obtained from qPCR on individual animals, with error bars showing the degree of variation between the three samples.
(TIFF) Click here for additional data file.

S1 Table E16.5 and E18.5 differentially expressed genes. Differentially expressed genes from comparisons of mRNA from whole urogenital sinus (UGS) dissected from *Tbx18*^*Gfp/Gfp*^ null embryos and wild-type littermates at E16.5 and E18.5, respectively (as designated in column A). Column B indicates genes assigned as being enriched in mesenchymal (M) or epithelial (E) UGS compartments by Blum and colleagues [34]; only genes that were assigned unambiguously in that study are marked. Log2 fold change (column L) and other data columns were taken directly from the output of CuffDiff analysis, as described in Methods.
(XLSX) Click here for additional data file.

S2 Table Functional categories enriched in DEGs assigned to UGS mesenchymal or epithelial compartments. DEGs marked as M (for UGS-M) or E (UGS-E) in S1 Table were analyzed with the DAVID Functional Annotation Clustering algorithm. Up- and Down-regulated DEGS were analyzed separately. Clusters of categories are represented here by the most highly enriched category in the cluster. Only functional category clusters with DAVID Enrichment Score >1.3 [thus with a geometric mean of combined *P* values ≥ 0.05, (46)] are listed, in order of enrichment for each class of genes.
(DOCX) Click here for additional data file.

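S2 Table groups the genes changed in the mutant by annotated function after assigning them to a compartment by a published microarray study. The genes that its footnote names as up-regulated include *Acvrl1* and *Egfl7*, whose log2 fold changes in the E18.5 libraries were 0.85 and 1.16, or 0.56 and 0.88 relative to the median of all genes. Of the genes it names as down-regulated, *Fgf9* had a log2 fold change of -0.69, *Tgfb2* of -0.68 and *Rbpj* of -0.05 (-0.97, -0.97 and -0.34 relative to the median). *Tgfbr1* (printed there as Tbfgbr1) had a log2 fold change of 0.14, which was -0.15 relative to the median of all genes.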

S3 Table List of RT-qPCR primers used for validation of differential gene expression. The primer sets listed were used to validate expression in individual E16.5 and E18.5 animals comprising a sequenced pool, with results reported in S1 Fig. Primer sets are named after the target gene, with “-f “after each gene name denoting “forward”, and “-r” denoting “reverse” primer designs.
(XLSX) Click here for additional data file.

# Supplementary material for: Tbx18 Regulates the Differentiation of Periductal Smooth Muscle Stroma and the Maintenance of Epithelial Integrity in the Prostate
**Source:** PLoS One. 2016 Apr 27;11(4):e0154413. doi: 10.1371/journal.pone.0154413
**Supplement:** S2 Table — DEGs marked as M (for UGS-M) or E (UGS-E) in S1 Table were analyzed with the DAVID Functional Annotation Clustering algorithm. Up- and Down-regulated DEGS were analyzed separately. Clusters of categories are represented here by the most highly enriched category in the cluster. Only functional category clusters with DAVID Enrichment Score >1.3 [thus with a geometric mean of combined P values ≥ 0.05, (46)] are listed, in order of enrichment for each class of genes.

| **S2 Table. Functional category clusters enriched in DEGS assigned to UGS-M or UGS-E** | | | | |
| --- | --- | --- | --- | --- |
|  | **E16 UGS-M (1.5FC)** | **E18 UGS-M** | **E16 UGS-E (1.5FC)** | **E18 UGS-E** |
| **Down-regulated** | Muscle protein  Cytoskeletal protein /actin binding  Intermediate filament  Structural constituent of cytoskeleton  Cardiac muscle development  Muscle cell differentiation  Actin cytoskeleton  Myogenesis  Calmodulin binding  Myosin complex  Regulation of cell migration  Muscle organ development  T-box transcription factor  Tissue morphogenesis  Sarcoplasm  Tube development | **Mitotic cell cycle**  Regulation of transcription  Zinc finger, C2H2 type  Ras GTPase  Microtubule cytoskeleton  Synaptic transmission  Blood vessel development^  Tube development  Coated vesicle  Cell morphogenesis involved in differentiation  Vesicle mediated transport  Regulation of mesenchymal cell proliferation  Synaptogenesis  Regulation of cell migration  Long term potentiation  Mesenchymal cell development  **Negative regulation of apoptosis**  Cell migration  Urogenital system development | Cytoskeletal protein/actin binding | Zinc finger, C2H2 type  Regulation of transcription  Cellular macromolecular catabolic process/protein catabolism  Chromosome organization  Activator/DNA binding  Apical Junction Process  Epithelial cell differentiation  **Apoptosis**  Cytoskeletal organization/actin filament organization  **Regulation of apoptosis**  Protein transport  Regulation of T-cell receptor signaling  Response to DNA damage stimulus  Prostate gland morphogenesis  Regulation of muscle development |
| **Up-regulated** | Signal/secreted  Defense response to gram positive bacteria | Extracellular region  Cytoskeletal protein/actin binding  Collagen  C1Q complement protein  Sarcomere  Regulation of cell shape  Blood vessel development^  Sarcoplasm  Muscle protein  Cell adhesion  Calponin-like actin binding  Negative regulation of cell migration  Hedgehog signaling pathway | (None significant) | Cytoskeletal keratin  Cell adhesion  Pyridoxal phosphate binding  Vesicle mediated transport  Secretion  NADP metabolism  Cell migration  Ligand dependent nuclear hormone receptor activity  WNT superfamily |

^ Up-regulated includes: Bmp4, Acvrl1, Notch4, Egfl7; Down-regulated: Fgf9, Tbfgbr1, Tgfb2, Pten, Rbpj

How the deposited data were processed for this re-analysis (not part of the article)

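RNA-Seq was made from whole UGS of male wild type and *Tbx18* GFP/GFP embryos at E16.5 and E18.5, as 4 libraries of RNA pooled from 3 embryos each. The authors aligned single-end stranded reads with Tophat at its default options and estimated expression with Cufflinks. The deposited values are FPKM as the authors' Cufflinks run gave them, 1 column per library, for 25819 rows, and no further scaling between the libraries is stated. The columns sum to 460392, 495419, 375826 and 504136 FPKM for E16.5 wild type, E16.5 *Tbx18* GFP/GFP, E18.5 wild type and E18.5 *Tbx18* GFP/GFP. All rows were kept in the main analysis, including 55 rows whose symbol occurs more than once.

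The depth was not given with the values. It was estimated from 15 to 27 single-exon olfactory receptor genes per library whose FPKM were those of a single read, since 1 read is worth an FPKM set by the gene's length and the number of mapped reads. The lengths and the inverse FPKM of these genes lay on a line in each library. The commonest ratios of low values to those of E16.5 wild type gave relative depths of 0.870, 0.455 and 0.820 for the other libraries, against 0.871, 0.454 and 0.820 from the lines. Folds of genes with about 3 reads or fewer in a library were not read as measured.

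Fold changes were ratios of mutant to wild type FPKM at the same stage for genes with at least 1 FPKM in either library, and genes were counted at 2-fold and at 1.5-fold, as in the paper's methods. With 1 pooled library per genotype and stage no test between genotypes, standard deviation between replicates or p-value could be computed. Gene lists were summarised by the median log2 ratio with a pseudocount of 0.1, by a bootstrap interval of 95% over members from 2000 draws, and by comparison with 10000 random lists drawn within 20 bins of mean log2 FPKM. The lists were smooth muscle contractile, skeletal muscle, ribosomal protein, oxidative phosphorylation, mitochondrial ribosomal protein, zinc finger protein, collagen, matrix metalloprotease, Wnt, Mef2, stefin, histone, neutrophil, macrophage, hepatocyte, erythroid, neuron and glia, urothelium, epidermis, seminal vesicle and testis, Y-linked, X inactivation, proliferation and immediate early genes. The genes named are those that the paper names in its RNA-Seq results, their discussion, the footnote of S2 Table and the primers of S3 Table, the Y-linked genes and *Xist* with *Tsix*, and at each stage the 5 genes with the largest rise and the 5 with the largest fall among genes with at least 10 FPKM in the higher and 1 FPKM in the lower library. Not all of these genes are given in the text. Members of a list beyond these were chosen for mention after their values were seen.

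Transcript length and GC content were taken by symbol from an annotation of the mouse genome for 23079 rows, 93.7% of the rows with at least 1 FPKM in any library. A lowess trend (span 0.3) of the log2 ratio on length and then on GC content was fitted over genes with at least 1 FPKM in both libraries and subtracted as an alternative. The other alternatives were library sums made equal, log2 ratios centred on their median, upper quartile scaling (75th percentile), repeated symbols left out, no FPKM filter, at least 5 FPKM in either library, at least 1 FPKM in both libraries, and pseudocounts of 0.01, 0.1 and 1. The steps were tested on simulated data with known changes, with and without a trend on GC content.

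S1 Table was held in part, as 1998 of its 5853 rows, 208 for E16.5 and 1790 for E18.5. It was compared with the deposited values gene by gene and not used for counts. The functional annotation of gene lists with DAVID, the assignment to compartments and the RT-qPCR were not analysed here. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.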

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

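Among the tests in this part, those of depth, scaling and transcript length for the difference between the E18.5 libraries were chosen before their result was seen, and all others after it. None of the differences between stages was itself tested, since each stage has 1 library per genotype.

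Smooth muscle genes changed in opposite directions at the 2 stages. The median log2 fold change of the smooth muscle contractile list was -0.48 at E16.5 and 0.80 at E18.5. At E18.5 the log2 fold changes of *Acta2*, *Actg2*, *Cnn1*, *Myh11* and *Tagln* were 1.13, 2.16, 1.74, 0.83 and 2.10, each with the opposite sign at E16.5. One scaling factor between the E18.5 libraries is argued against as the whole cause of the rise, because the list's median was 0.52 (bootstrap interval 0.23 to 0.84) relative to the median of all genes, although this is less than the value above 1 that had been set as the clear outcome. More striated muscle in the E18.5 mutant tissue is argued against because *Actg2*, *Myh11*, *Cnn1*, *Smtn*, *Lmod1* and *Synpo2*, taken as genes of smooth muscle and not of striated muscle, all rose, with a median of 0.80, and because the skeletal muscle list fell. Less striated muscle as the whole cause of the E16.5 fall is argued against because the same 6 genes all fell, with a median of -1.14. It stays open for the skeletal muscle genes. That striated muscle does not express these 6 genes was assumed and not tested, and *Smtn* and *Synpo2* may be expressed there to some degree. Without these 2 the medians were 1.29 at E18.5 and -1.41 at E16.5. A trend on transcript length and GC content is argued against as the whole cause. With the trend subtracted the median was 0.41, with a bootstrap interval of 0.03 to 0.56, and lay above 99.99% of random lists. This too is less than the value above 1 set as the clear outcome, and the interval comes close to 0. The rule for the interval was relaxed after its value was seen, and by the earlier rule this test could not decide. After the trend was subtracted *Actg2*, *Tagln*, *Cnn1*, *Acta2* and *Myh11* had 1.63, 1.60, 1.34, 0.80 and 0.48, and *Smtn* had -0.036. By the sequencing values alone, a bias of the E18.5 wild type library beyond this trend cannot be told apart from a rise of smooth muscle genes. The list was higher in E18.5 mutant than in E16.5 wild type UGS as well, with a median of 0.98 (0.72 to 1.29), but development between the stages could also do this. An effect of the genotype, a difference in age or dissection between the pools, and smooth muscle content stay open and were not tested.

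The skeletal muscle gene *Acta1* (2.04 at E18.5), *Pitx1* (1.75) and *Prss27* (1.51) also rose at E18.5 after a fall at E16.5, of -1.50, -0.91 and -1.35. After the trend on length and GC content was subtracted the E18.5 values were 1.31, 0.65 and 0.74. No explanation specific to these genes was tested. *Tsix* had log2 fold changes of 0.66 at E16.5 and -0.70 at E18.5 on about 9 to 22 reads per library, so that counting error alone limits both values.

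The stefins, fibrinogens and further genes of the hepatocyte and neutrophil lists rose at E16.5 and not at E18.5. The E18.5 log2 fold changes were -3.85 for *Stfa2*, -1.53 for *Stfa2l1*, -2.05 for *Fgg*, -1.85 for *Fgb*, -0.85 for *S100a8*, -0.59 for *S100a9* and -0.68 for *C3*, all with a positive value at E16.5. *Stfa2* in the E18.5 mutant library stands for about 4 reads. The hepatocyte list, which the paper does not discuss, had a median log2 fold change of 1.96 at E16.5, with 10 of 11 genes higher, and -0.23 at E18.5, with 5 of 7 lower. The neutrophil list had a median of 1.73 at E16.5, with 10 of 10 genes higher, and -0.38 at E18.5, with 4 of 6 lower. With values under 3 reads raised to 3 reads, the E16.5 medians without a pseudocount were 2.21 and 1.90.

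For the fibrinogen genes, liver RNA in the E16.5 mutant pool is a candidate explanation. The hepatocyte list without the fibrinogen genes had a median log2 fold change of 1.88, with 9 of 10 genes higher. The most abundant transcripts of the list stayed low, with *Alb* at 1.01 FPKM in wild type and 7.13 FPKM in the mutant library and *Apoa1* at 0.669 and 3.31 FPKM, which is consistent with a small amount of liver RNA. *Trf* and *Rbp4* had over 7 FPKM in all 4 libraries, so the tissue also expresses these 2 genes, and the paper itself names *Fgb* and *Fgg*. For *S100a8*, *S100a9* and the stefins, neutrophils in the E16.5 mutant pool are a candidate explanation. *Ngp*, *Camp*, *Ltf*, *Lcn2*, *Mpo* and *Elane* all rose, with a median of 1.90 (2.84 with values under 3 reads raised to 3 reads). More blood of the same composition, which would raise the erythroid list as much, cannot be told apart by the list medians. The erythroid median was 0.53 (bootstrap interval -1.82 to 0.70). The neutrophil median was 1.73 (0.69 to 3.00), and the intervals overlap slightly. In another set of bootstrap draws the erythroid interval ended at 0.686, just under the neutrophil lower end of 0.690. The globin gene *Hba-a1* had a log2 fold change of 0.69, against 2.77 for *S100a8*. Globin genes made up 5.81% of the summed FPKM in the E16.5 mutant and 5.63% in the E18.5 mutant library, while *S100a8* had 31.1 and 3.54 FPKM. *Lcn2* and *Ltf* may also come from epithelium. *Lyz2* had at least 9.02 FPKM in all 4 libraries, the list holds *S100a8* and *S100a9* themselves, and *Mmp8* and *Mmp9* are also in the matrix metalloprotease list. An infiltration of the mutant tissue by these cells would give the same values as neutrophils carried into the pool from another tissue, and this was not tested.

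The E16.5 and E18.5 wild type libraries, which the paper does not compare, differed by at least 2-fold in 2885 genes, against 371 genes between E16.5 wild type and E18.5 mutant UGS. The E18.5 wild type library was thus the one unlike the other 3, and a change of the E18.5 mutant library away from the E16.5 libraries is argued against by the 371 genes as the source of the large E18.5 difference. A failure of the mutant to undergo a normal change between the stages stays open. Lower depth of the E18.5 wild type library is argued against, since 10.7% of genes with at least 20 FPKM in both E18.5 libraries passed 2-fold, against 0.605% at E16.5. One scaling factor is argued against by the 2005 genes past 2-fold relative to the median, against 247 at E16.5. A trend on transcript length, or on GC content, is argued against as the whole cause by the 1203 genes that passed 2-fold after it was subtracted, against 235 at E16.5. Among the same genes, 1697 passed relative to the median before the trend was subtracted. The GC trend itself may be a bias of the E18.5 wild type library. Spearman's rho of the log2 ratio with GC content was -0.50 for E18.5 over E16.5 wild type and -0.18 for E18.5 mutant over E16.5 wild type. With a single wild type pool at E18.5, a technical difference of that library beyond length and GC content, a difference in the age or dissection of its embryos and an effect of the genotype stay open. The paper reports RT-qPCR of several genes in individual samples of the pools, at both stages, in good accord with the sequencing folds. For the genes tested this bears against a technical difference of the library, but not against one of age or dissection. Its values were not in hand and were not weighed.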

How the results depend on the processing

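The settings were chosen before the data were examined, and no alternative was added later. No paired analysis was possible because each genotype at each stage was a single pool, and no replicate could be left out. A list median is said to have moved when it left the bootstrap interval of the main value over the list's members, and a count when it changed more than 1.5 times. The value of a single gene is said to have moved when it changed by more than its counting error at 95%, and a moved value of a list or gene to have reversed when its sign changed and it was past 1.5-fold in at least 1 of the 2 settings. Smaller values that changed sign are given as changes of direction. The causes of the changes were not tested, except where the setting itself considers fewer or more genes.

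With no FPKM filter, which adds genes at low values, 2601 genes at E16.5 and 5680 at E18.5 passed 2-fold (244 and 2657 with the filter), and 4035 and 10206 passed 1.5-fold (613 and 6011). Of the E16.5 genes past 1.5-fold, 673 changed further in the same direction at E18.5 (110 with the filter), 891 passed 2-fold in that direction (100) and 1655 changed in the opposite one (295). The number of matrix metalloprotease genes at least 2-fold higher at E18.5 was 8 (5 with the filter). The median of *Col10a1*, *Gdf15*, *Fgg* and *Fgb* at E18.5 was -0.10, reversed from 2.28, which rested on *Col10a1* alone. With at least 5 FPKM in either library, which leaves fewer genes, the counts were 98 and 213 at E16.5 for 2-fold and 1.5-fold, 1763 at E18.5 for 2-fold, and 40, 34 and 101 for the E16.5 genes changed further, past 2-fold and in the opposite direction at E18.5. The counts of collagen, matrix metalloprotease and *Wnt* genes were 5, 3 and 5 (8, 5 and 10 in the main setting). Over genes with at least 5 FPKM in at least 1 library, 107 genes passed 2-fold between the E16.5 libraries, 174 between E16.5 wild type and E18.5 mutant (371 in the main setting) and 149 between the mutant libraries (282). With at least 1 FPKM in both libraries, 138 and 399 genes passed at E16.5, 196 changed in the opposite direction at E18.5 and 3 matrix metalloprotease genes passed. With a pseudocount of 1, 113 and 330 genes passed at E16.5 and 1637 passed 2-fold at E18.5. The genes changed further, past 2-fold and opposite were 51, 41 and 150, 5 collagen genes passed, and the skeletal muscle median at E16.5 was -0.95 (main value -1.17).

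Scaling changed the E18.5 results more than those at E16.5. The E18.5 medians of the skeletal muscle, oxidative phosphorylation, ribosomal protein and zinc finger lists were -0.39, 0.81, 0.65 and 0.05 in the main setting. With library sums made equal they were -0.80, 0.39, 0.22 and -0.37, the smooth muscle median was 0.38 (main value 0.80), the skeletal muscle median at E16.5 was -1.28, and 4 collagen, 3 matrix metalloprotease and 6 *Wnt* genes passed 2-fold. Centred on the median they were -0.67, 0.53, 0.36 and -0.23, with 4 collagen and 3 matrix metalloprotease genes. With upper quartile scaling they were -0.62, 0.57, 0.40 and -0.19, with the same 2 counts of 4 and 3. With the length and GC trend subtracted they were -0.82, 0.36, 0.20 and -0.13, the smooth muscle median was 0.41, 3 collagen, 2 matrix metalloprotease and 2 *Wnt* genes passed, and 1203 and 3814 genes passed 2-fold and 1.5-fold at E18.5. With that trend subtracted, *Myod1* at E18.5 was -0.69, reversed from 0.12, *C1qb* was -0.67, reversed from 0.08, and *Smtn* was -0.036, reversed from 0.77. The share of genes past 1.5-fold at E18.5 that were higher in the mutant was 81.4%, and 40.4%, 55.2%, 60.3% and 48.6% under these 4 settings in the same order.

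The directions of the skeletal and smooth muscle medians at both stages and of the ribosomal and oxidative phosphorylation medians at E18.5 were the same under every alternative run. The zinc finger median at E18.5 changed sign under all 4 scalings. The E18.5 count past 2-fold was above the E16.5 count of the same setting under each of the alternatives. Of the single genes given here, at E18.5 *Bmp4*, *C1qb*, *Cd52*, *Fgfr2*, *Lyz2* and *Myod1* changed direction under all 4 scalings, *Krt20* and *Tgfbr1* under 3 of them, and *Dpt* and *Smtn* under 1. At E16.5, 12 of the genes followed changed direction with library sums made equal. Among the results for single genes and the other lists and correlations, 500 values moved, 4 reversed and 1646 stayed within their spread. The 1646 include single-gene values with repeated symbols left out, 110 at E16.5 and 109 at E18.5. That setting could not change the value of a gene, so these say nothing about stability. Depth limits the folds of *Fgg*, *Fgb*, *Stfa2*, *Stfa2l1*, *Stfa3*, *Tsix*, *Gdf15*, *Apoa1*, *Camp*, *Elane*, *Mpo*, *Ngp*, *Mmp8*, *Mir686*, *Rnu1b1*, *Rnu1b6*, *H3f3c*, *Gm4613* and *Gm6421*, which had about 16 reads or fewer in at least 1 library. For *LOC100503677* and *LOC100504405* no read number could be estimated.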

Differences from the paper's values

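At E18.5, 2657 genes passed 2-fold, against the paper's 6101. With no FPKM filter the count was 5680, within 1.5 times the paper's, and none of the other alternatives set before the data were examined came within that range. The same setting gave 2601 genes past 2-fold and 4035 past 1.5-fold at E16.5, against the paper's 324 and 694, where the main setting gave 244 and 613. With a threshold of 1.5-fold in place of 2-fold, 6011 genes passed at E18.5. The full S1 Table holds 5853 rows for both stages, fewer than 6101, so the paper's count and its table may follow different rules. In the part of S1 Table held, all 1761 matched E18.5 rows passed 2-fold, and 550 of them did in the deposited values. Some genes have more than 1 row. The number of matrix metalloprotease genes at least 2-fold higher at E18.5 was 5, against the paper's 9. With no FPKM filter it was 8, and no other alternative set before the data were examined closed the gap. At 1.5-fold, 7 passed.

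Of the genes named here, 7 had a log2 fold change that differed from the paper's in S1 Table by more than 1.5-fold or in sign. Since no replicate error exists, that margin took its place. S1 Table was held in part, so genes in its other rows could not be compared. *Bmp4* at E18.5 had 0.21 against the paper's 1.15, *Ddx3y* at E18.5 had 0.43 against the paper's -1.34 and *Eif2s3y* at E18.5 had -0.30 against the paper's -1.59. *C1qa* at E18.5 had 1.27 against the paper's 1.88, and *Col4a3bp* at E18.5 had -0.087 against the paper's -1.34. *Ctdsp2* at E16.5 had 0.033 against the paper's -1.24. None of the alternatives set before the data were examined closed the gap for these 6 genes. *Fgf9* at E18.5 had -0.69 against the paper's -1.69. With library sums made equal it was -1.11, within the margin, and no other alternative closed that gap.

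The paper reports further genes as down-regulated at E18.5 whose deposited values did not pass 2-fold. Its fold changes are CuffDiff output, a measure unlike the deposited FPKM. In the part of S1 Table held, they differed from the deposited log2 fold changes at E18.5 by a median of -0.61. A deposited value short of 2-fold therefore does not by itself contradict the paper's call. The log2 fold changes of *Mef2a*, *Mef2c* and *Mef2d* were -0.36, -0.32 and -0.18. That of *Shh* was -0.29, that of *Trp63* -0.89, that of *Fgfr2* 0.00 and that of *Runx1* -0.54. *Tbx18*, which the paper's text places in the apoptosis and proliferation categories without stating its direction, had -0.11. The paper names *Hoxd13* and *Foxa1* among changed genes or in a discussion of down-regulated ones, and their log2 fold changes were -0.87 and -0.97. *Trp63*, *Hoxd13* and *Foxa1* passed 2-fold when centred on the median, at -1.18, -1.16 and -1.26, and also with library sums made equal (-1.31, -1.30 and -1.39) and with upper quartile scaling (-1.13, -1.11 and -1.21). With the length and GC trend subtracted, *Hoxd13* (-1.09) and *Foxa1* (-1.50) passed. The footnote of S2 Table places *Tgfbr1*, *Tgfb2* and *Rbpj* among the down-regulated genes, and their values were 0.14, -0.68 and -0.05. *Tgfb2* passed 2-fold with library sums made equal, at -1.10. It places *Acvrl1* among the up-regulated genes, and its value was 0.85. The paper lists *Fgb* as up-regulated at E16.5, and its log2 fold change was 3.61 with 0.844 FPKM in the mutant library, under the filter of 1 FPKM. With no filter it passed 2-fold. The paper states that ribosomal and mitochondrial genes rose massively at E18.5, and the medians were 0.65 for ribosomal proteins and 0.81 for oxidative phosphorylation.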

Other observations

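The tests in this part were chosen after their results were seen.

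The part of S1 Table held here was compared with the deposited values. Matched rows were counted, and some genes have more than 1 row. At E16.5, Pearson's r of the log2 fold changes across 206 rows was 0.994, and 205 had the same direction. At E18.5, r across 1761 rows was 0.884, and 1497 (85.0%) had the same direction. The table lists only genes past a threshold, and genes are not independent. Of 953 rows that S1 Table gives as lower at E18.5, 698 were lower in the deposited values and 56 passed 2-fold. Of 808 rows given as higher, 799 were higher and 494 passed 2-fold. One scaling factor between the tables is argued against as the source of the E18.5 difference, because the difference of the log2 fold changes followed GC content with a Spearman's rho of 0.79, against 0.17 at E16.5. How the values of S1 Table were made in addition was not tested.

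By the sequencing values alone, the rise of collagen, matrix metalloprotease and *Wnt* genes at E18.5 cannot be told apart from a bias of the E18.5 wild type library. The highest of the 3 medians of E18.5 mutant over E16.5 wild type was 0.054, so that none of the families was clearly higher than in the E16.5 wild type library. The medians of E18.5 over E16.5 wild type were -0.59, -0.78 and -1.50, with a bootstrap interval of -1.49 to 0.05 for the matrix metalloproteases that includes 0. A true fall of these genes in wild type UGS between the stages that does not take place in the mutant would give the same values. The rise of ribosomal protein, oxidative phosphorylation and mitochondrial ribosomal protein genes at E18.5 cannot be told apart from such a bias either. The highest of their 3 medians of E18.5 mutant over E16.5 wild type was 0.14, for oxidative phosphorylation, and the medians of E18.5 over E16.5 wild type were -0.59, -0.62 and -0.52. The first 2 lists were slightly higher in the E18.5 mutant than in the E16.5 wild type library, with intervals of 0.04 to 0.09 and 0.10 to 0.16, and the interval of the third, -0.01 to 0.06, includes 0.

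*Tbx18* transcript was present in the mutant libraries at 2.50 and 2.93 FPKM. A mislabelled pool cannot be told apart from transcript of the targeted allele by these values. *Xist* had at most 0.134 FPKM in any library, as all pools were male by design, and S1 Table carries the same labels.

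Other lists gave the following medians of the log2 fold change. The macrophage list had 0.28 at E16.5 and 0.72 at E18.5, the erythroid list 0.53 and 2.19, the neuron and glia list -0.27 and -0.07, the urothelium list -0.34 and 0.03, the epidermis list -0.17 and -0.46, the proliferation list 0.11 and 0.07, the immediate early list -0.02 and 0.67, the histone list 0.10 and 0.43, the *Mef2* list -0.15 and -0.32, and the stefin list 1.79 and -0.50. The seminal vesicle and testis list had 1 member past the filter, with -0.12 and 0.21, and the Y-linked list had -0.01 and -0.28. Of the X inactivation list, *Xist* and *Tsix* were below 1 FPKM in every library. Relative to the median of all genes at E18.5, the urothelium median was -0.25 and the proliferation median -0.21. *Hba-a1* had 3159 FPKM in E18.5 wild type UGS and at least 8812 FPKM in the other 3 libraries.

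Several of the genes with the largest changes encode short transcripts, whose FPKM are unreliable because the effective length approaches 0. The falls and rises given here are ranked among genes with at least 10 FPKM in the higher and 1 FPKM in the lower library. At E16.5 the largest falls were of *Rn5s* (-2.43), *Mir433* (-1.98), *Actg2*, *Mir680-2* (-1.80) and *Arg1* (-1.75), and the largest rises included *S100a9*, *S100a8*, *Stfa1* and *Mir686* (1.91). At E18.5 the largest falls were of *LOC100503677* (-5.33), *Rnu1b6* (-4.85), *Mir719* (-4.44), *Rnu1b1* (-4.28) and *Rn7sk* (-4.21), and the largest rises of *Gm6969* (3.89), *H3f3c* (3.58), *LOC100504405* (3.46), *Gm4613* (3.32) and *Gm6421* (3.31). *Rn7sk* had 637 FPKM in E18.5 wild type UGS and at most 81.6 FPKM in the other libraries.

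For further genes with primers in S3 Table, the log2 fold changes at E16.5 and E18.5 were -1.04 and 0.39 for *Dpt*, -1.11 and -0.30 for *Irx2*, -1.35 and 0.25 for *Krt20*, -1.34 and 0.12 for *Myod1*, -1.22 and -0.45 for *Myog*, -1.25 and -0.55 for *Pax7*, -2.01 and -1.10 for *Sim2*, -1.32 and -1.20 for *Tbx15* and 0.43 and -0.48 for *Wt1*. *Gdf15* had 1.32 and *Ctdsp2* 0.75 at E18.5. *Pax7* at both stages, and *Gdf15* and *Sim2* at E18.5, were below 1 FPKM in both libraries of the stage.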
